# Notch1—WISP-1 axis determines the regulatory role of mesenchymal stem cell-derived stromal fibroblasts in melanoma metastasis

**DOI:** 10.18632/oncotarget.13021

**Published:** 2016-11-02

**Authors:** Hongwei Shao, Long Cai, Mecker Moller, Biju Issac, Leiming Zhang, Mark Owyong, Anna Elizabeth Moscowitz, Roberto Vazquez-Padron, Freddy Radtke, Zhao-Jun Liu

**Keywords:** cancer-associate fibroblasts, mesenchymal stem cells, Notch1, WISP-1/CCN4, melanoma

## Abstract

Mesenchymal stem cells-derived fibroblasts (MSC-DF) constitute a significant portion of stromal fibroblasts in the tumor microenvironment (TME) and are key modulators of tumor progression. However, the molecular mechanisms that determine their tumor-regulatory function are poorly understood. Here, we uncover the Notch1 pathway as a molecular determinant that selectively controls the regulatory role of MSC-DF in melanoma metastasis. We demonstrate that the Notch1 pathway's activity is inversely correlated with the metastasis-regulating function of fibroblasts and can determine the metastasis-promoting or -suppressing phenotype of MSC-DF. When co-grafted with melanoma cells, MSC-DF^Notch1^^−/−^ selectively promote, while MSC-DF^N1IC+/+^ preferentially suppress melanoma metastasis, but not growth, in mouse models. Consistently, conditioned media (CM) from MSC-DF^Notch1^^−/−^ and MSC-DF^N1IC+/+^ oppositely, yet selectively regulates migration, but not growth of melanoma cells *in vitro*. Additionally, when co-cultured with metastatic melanoma cells *in vitro*, MSC-DF^Notch1^^−/−^ support, while MSC-DF^N1IC+/+^ inhibit melanoma cells in the formation of spheroids. These findings expand the repertoire of Notch1 signaling as a molecular switch in determining the tumor metastasis-regulating function of MSC-DF. We also identified Wnt-induced secreted protein-1 (WISP-1) as a key downstream secretory mediator of Notch1 signaling to execute the influential role of MSC-DF on melanoma metastasis. These findings reveal the Notch1—WISP-1 axis as a crucial molecular determinant in governing stromal regulation of melanoma metastasis; thus, establishing this axis as a potential therapeutic target for melanoma metastasis.

## INTRODUCTION

Fibroblasts participate in the constitution of reactive tumor stroma [1]. They reside within tumor tissues and in the vicinity of tumor masses, also referred to as cancer-associated fibroblasts (CAF). CAF co-evolve with tumor cells and are critically involved in regulating tumor progression by eliciting a variety of soluble factors, structural components of the extracellular matrix (ECM), ECM remodeling enzymes [2, 3] and exosomes [4]. Moreover, CAF can escort tumor cells disseminating from primary lesions to the metastatic niche and support tumor cell survival and re-growth in the parenchyma of foreign tissues [5]. CAF also take part in determining organ-specific metastases by preselecting a subset of tumor clones from heterogeneous tumor cell populations in the primary lesion; thus, fostering these selected clones to be primed for metastasis to a specific distant organ where its microenvironment is optimal for re-colonization of selected clones [6]. Their contribution to primary and secondary malignancies as well as taking part in drug resistance and tumor recurrence [7, 8] makes CAF potential therapeutic targets.

CAF consist of a heterogeneous population of cells and can be derived from multiple origins, including infiltrated local tissue fibroblasts, recruited bone marrow–derived MSC (BMD-MSC), and perhaps trans-differentiated epithelial and endothelial cells [9–11]. BMD-MSC are one of the critical and major sources of CAF [10, 12, 13]. Approximately 40% of the total CAF within engrafted pancreatic cancers [10] and 60% of CAF in engrafted ovarian and breast cancers originate from BMD-MSC [14]. Hence, MSC-DF may serve as an on-site or off-site target for cancer therapeutic interventions on the TME.

Despite extensive evidence supporting the important tumor-regulating role of CAF, how CAF accomplish this regulation remains unknown. We have recently demonstrated a crucial role for Notch1 signaling in governing the tumor-regulating function of CAF. Using novel mouse models, in which the genetic activation or inactivation of Notch1 signaling specifically occurs in natural host stromal fibroblasts, we showed that CAF carrying elevated Notch1 activity significantly inhibited melanoma growth and invasion, while those with a null Notch1 promoted melanoma invasion [15]. Consistently, co-grafted experimental stromal fibroblasts carrying high Notch1 activity inhibited melanoma growth and angiogenesis in our mouse model [16]. These observations revealed that Notch1 signaling serves as a molecular switch, inversely controlling the tumor-regulating function of CAF. However, the fibroblasts investigated in these studies were not derived or fully derived from MSC, leaving the underlying mechanisms poorly investigated. Here, we created MSC-DF and utilized gain-of-function (GOF) and loss-of-function (LOF) approaches to comprehensively decipher the roles of Notch1 signaling and its downstream mediator, WISP-1, in determining the melanoma-regulating function of MSC-DF.

## RESULTS

### Generation and characterization of MSC-DF

To explore the role of Notch1 signaling in determining the tumor regulatory function of MSC-DF, we first generated MSC-DF expressing N1IC. MSC-DF generated from ROSA^LSL-N1IC^ mice exhibited typical spindle-shaped fibroblast appearance and were characterized as α-SMA^+^, vimentin^+^ and FSP1^+^ cells through IF (Figure 1A). MSC-DF were then transduced with Cre-ires-GFP/Lentivirus to induce expression of N1IC resulting in enforced Notch1 activation. MSC-DF transduced with GFP/Lentivirus were used as a control. Lentivirus-transduced MSC-DF were sorted out by FACS (GFP+ cells). Expression of mutant N1IC (59Kda PEST-domain truncated form) in MSC-DF was validated by immunoblot (Figure 1B, top). Notch1 activation did not appear to impact on phenotypic stability of MSC-DF, since Cre-*ires*-GFP/Lentivirus-transduced cells were maintained as α-SMA^+^/vimentin^+^/FSP1^+^, so did GFP/Lentivirus-transduced cells (Supplementary Figure S1, left). MSC-DF^N1IC+/+^ exhibited slower growth and migration rates when compared to the MSC-DF^LSL-N1IC^ control (Figure 1B, middle and bottom), as tested by WST and transwell assays.

**Figure 1:**
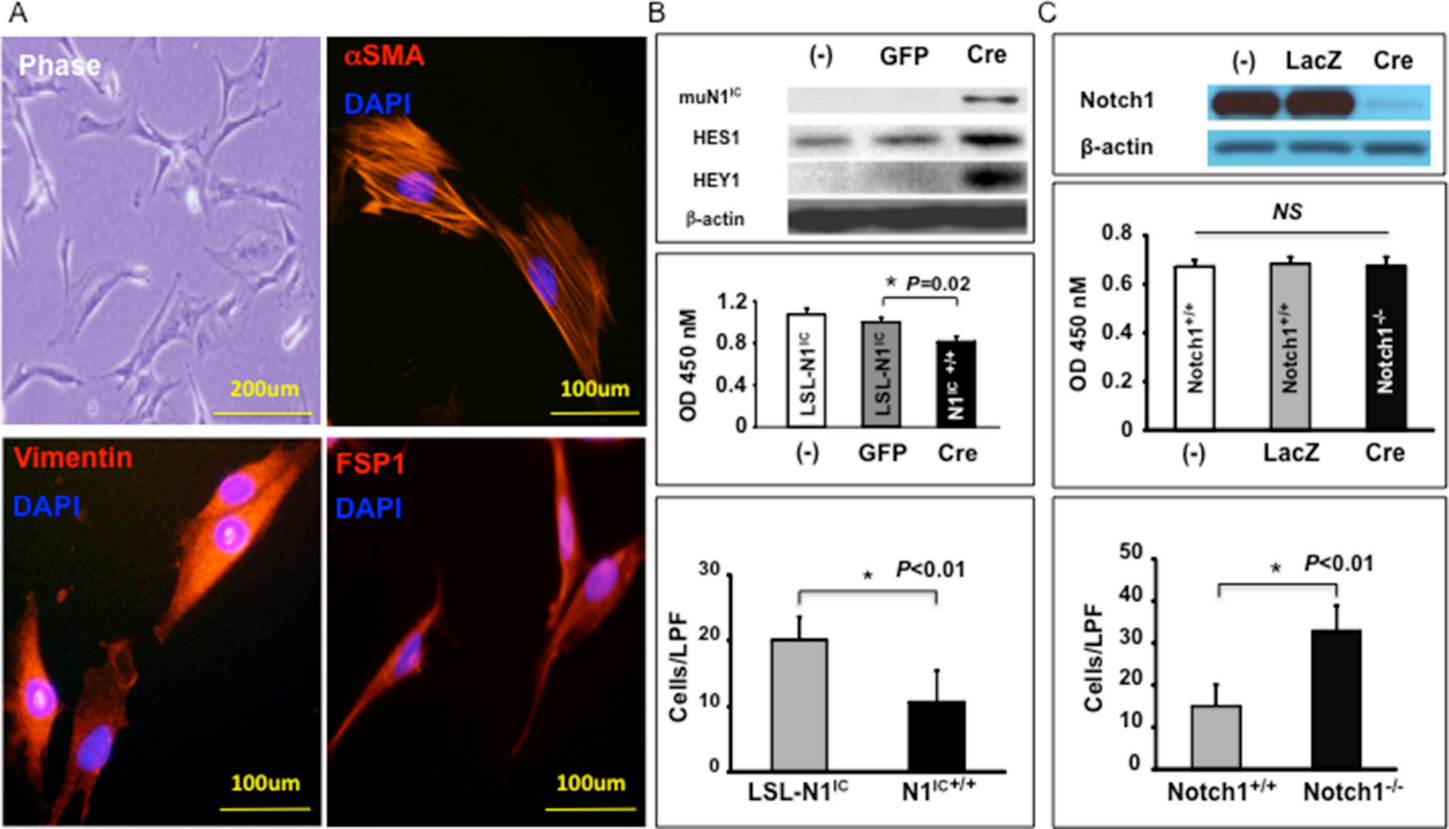
Generation and characterization of BM-derived MSC-DF (**A**) MSC-DF are αSMA^+^/vimentin^+^/FSP1^+^ by IF. (**B**) Effect of Notch1 activation on MSC-DF cell growth and migration. *top*: expression of mutant N1^IC^ and elevated levels of Hes1 and Hey1 protein in Cre/Lenti-transduced MSC-DF^N1IC+/+^. Decreased cell growth (*middle*) and migration (*bottom*) rates of MSC-DF^N1IC+/+^ vs. MSC-DF^LSL-N1IC^ (non-transduced (−) or GFP/Lenti-transduced). (**C**) Effect of Notch1 deletion on MSC-DF cell growth and migration. *top*: Notch1 deletion at protein levels; *middle*: comparable growth rate of MSC-DF^Notch1−/−^ vs. MSC-DF^Notch1+/+^; *bottom*: MSC-DF^Notch1−/−^ migrate faster than MSC-DF^Notch1+/+^ (LPF: low power field).

We also generated MSC-DF, which carry null Notch1. MSC-DF from *Notch1*^LoxP/LoxP^ mice were prepared and characterized (α-SMA^+^/vimentin^+^/FSP1^+^), then transduced with Cre-*ires*-GFP/Lentivirus (to delete *Notch1* gene) or GFP/Lentivirus (as control) identically as described above. Notch1 deletion was validated by immunoblot (Figure 1C, top). Similar to that observed in MSC-DF^N1IC+/+^, *Notch1* deletion did not impact the phenotypic stability of MSC-DF (Supplementary Figure S1, *right*). MSC-DF^Notch1−/−^ and control MSC-DF^Notch1+/+^ had comparable growth rates, while MSC-DF^Notch1−/−^ migrated faster than MSC-DF^Notch1+/+^ control (Figure 1C, middle and bottom). This indicated that loss of Notch1 did not affect cell proliferation, but enhanced cell migration of MSC-DF. These results demonstrated that Notch1 activity modulates biological functions of MSC-DF.

### Effect of MSC-DF^*N1IC+/+*^ and MSC-DF^*Notch1*−/−^ on melanoma cells *in vitro*

We then investigated the role of MSC-DF^N1IC+/+^ and MSC-DF^Notch1−/−^ in regulating melanoma cell behavior *in vitro*. We first tested the effect of CM of MSC-DF^N1IC+/+^ vs. MSC-DF^LSL-N1IC^ and MSC-DF^Notch1−/−^ vs. MSC-DF^Notch1+/+^ on proliferation of 3 human metastatic melanoma cell lines (C8161, 1205Lu and MeWo). These three melanoma cells have different mutation backgrounds. 1205lu carries BRAF^V600E^ mutation. C8161 and MeWo cells don't have BRAF mutation, yet C8161 cells express high levels of CDK4/Kit. 5 × 10^3^ melanoma cells were cultured in CM overnight and cell proliferation was measured using the WST assay. No significant difference in melanoma cell growth was observed between cells treated with CM from MSC-DF^N1IC+/+^ vs. MSC-DF^LSL-N1IC^ and MSC-DF^Notch1−/−^ vs. MSC-DF^Notch1+/+^. Results of three melanoma cells are shown in Figure 2A.

**Figure 2:**
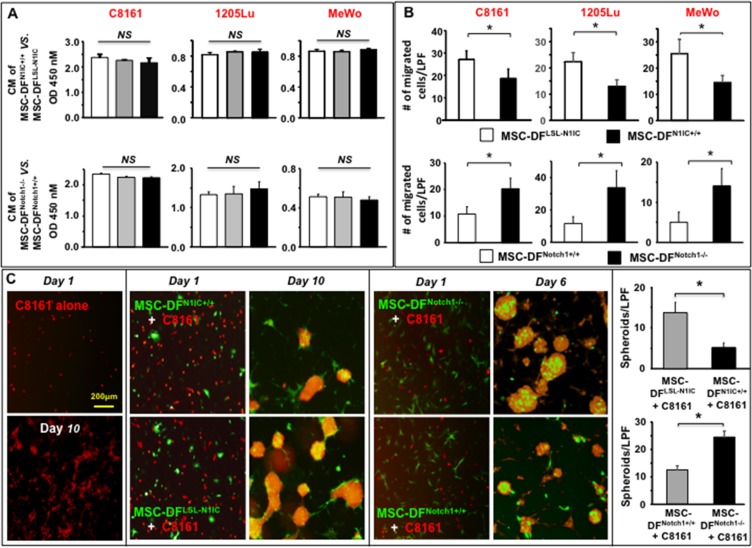
Differential effects of Notch1 activation and inactivation in MSC-DF on melanoma cell behavior *in vitro* (**A**) Cell growth of three melanoma cells is not affected by CM of MSC-DF^N1IC+/+^ or MSC-DF^Notch1−/−^. *NS*: no significance. White bars represent non-transduced cells and grey bars are GFP/lenti-transduced cells, while black bars are Cre/lenti-transduced cells. (**B**) Effect of CM from MSC-DF^N1IC+/+^ and MSC-DF^Notch1−/−^ on C8161 migration. CM of MSC-DF^N1IC+/+^ (*top*) inhibit while CM of MSC-DF^Notch1−/−^ (*bottom*) promote melanoma cell migration. *P < 0.01. (**C**) MSC-DF^N1IC+/+^ (GFP^+^) mitigate, yet MSC-DF^Notch1−/−^ (GFP^+^) increase spheroid formation of C8161 (DsRed^+^) in co-culture. C8161 alone don't form typical spheroid. Quantification of spheroids formed with MSC-DF^N1IC+/+^ or MSC-DF^Notch1−/−^ is showed in the left panel. Data are analyzed by Student's *t*-test and presented as mean ± SD based on three independent experiments. *P < 0.01.

Next, we examined the effect of CM on MSC-DF^N1IC+/+^ vs. MSC-DF^LSL-N1IC^ and MSC-DF^Notch1−/−^ vs. MSC-DF^Notch1+/+^ through transwell migration of three melanoma cells. Melanoma cells were seeded in the inserts, while the low chambers contained 50% CM. After 16 hours, the numbers of melanoma cells that passed through each well was counted. Compared to the CM of MSC-DF^LSL-N1IC^, CM of MSC-DF^N1IC+/+^ suppressed migration of melanoma cells (Figure 2B, *top*). In contrast, CM of MSC-DF^Notch1−/−^ considerably increased the migration of melanoma cells when compared to CM of MSC-DF^Notch1+/+^ (Figure 2B, *bottom*); thus, suggesting that Notch1 signaling may regulate MSC-DF to release soluble factor(s) that modulates the migration of melanoma cells.

Lastly, we conducted cell–cell (melanoma cells–MSC-DF) co-culture experiments to further examine the tumor-regulating effect of MSC-DF. MSC-DF^N1IC+/+^ vs. MSC-DF^LSL-N1IC^ and MSC-DF^Notch1−/−^ vs. MSC-DF^Notch1+/+^ (all MSC-DF were GFP^+^) were mixed with human C8161 metastatic melanoma cells, which were pre-transduced with DsRed/Lentivirus, respectively. Individually cultured C8161 metastatic melanoma cells grew more slowly than that co-cultured with MSC-DF. They did not form clusters until day 7. Some C8161 melanoma cells formed a few small clusters, but not typical spheroids (Figure 2C, *left*). When tumor cells were co-cultured with MSC-DF^N1IC+/+^ vs. MSC-DF^LSL-N1IC^, we observed that MSC-DF^LSL-N1IC^ induced C8161 to increase formation of typical spheroids, a characteristic of “cancer stem-like cell”. Spheroids were also formed faster (starting from day 4~5) in co-culture. However, MSC-DF^N1IC+/+^ exhibited a strong suppressive effect on spheroid formation by C8161 (Figure 2C, *middle*). In contrast, MSC-DF^Notch1−/−^ promoted melanoma cells to form larger and more spheroids than MSC-DF^Notch1+/+^ (Figure 2C). It is noted that the configurations of melanoma spheroids formed with MSC-DF^N1IC+/+^ and MSC-DF^LSL-N1IC^ vs. MSC-DF^Notch1−/−^ and MSC-DF^Notch1+/+^ appear somewhat different. MSC-DF^N1IC+/+^ and MSC-DF^LSL-N1IC^ were mainly located in the bottom and edge of spheroids, and tended to connect with other MSC-DF^N1IC+/+^ or MSC-DF^LSL-N1IC^ protruding from neighboring spheroids. However, MSC-DF^Notch1−/−^ and MSC-DF^Notch1+/+^ were mostly found on the top of spheroids and did not tend to connect with other MSC-DF^Notch1−/−^ or MSC-DF^Notch1+/+^ in neighboring spheroids. The reason for such a difference is unknown and left for future study. Similar results of the tumor-regulating effect of MSC-DF on spheroid formation by 1205Lu and MeWo melanoma cells were observed (Supplementary Figure S2).

Collectively, our results demonstrated that LOF of Notch1 results in MSC-DF promoting melanoma cell migration and spheroid formation, whereas GOF of Notch1 causes MSC-DF to suppress migration and spheroid formation of melanoma cells. Therefore, the data indicate that Notch1 signaling serves as a molecular switch that determines the tumor-regulating function of MSC-DF.

### MSC-DF^*Notch1*−/−^ selectively promote melanoma invasion and metastasis *in vivo*

We tested the effect of MSC-DF carrying null Notch1 on melanoma growth, invasion and metastasis using an identical co-graft mouse model (*n* = 8/group). Mice were sacrificed 6 weeks after co-grafting. Lung, heart, liver, spleen, brain, and kidney were harvested and scanned by IVIS to detect distant metastasis of skin melanoma. Melanoma cells were transduced with Luc2/Lentivirus. Melanoma growth on skin was comparable between MSC-DF^Notch1−/−^ vs. MSC-DF^Notch1+/+^ groups (Figure 3A). However, MSC-DF^Notch1−/−^ robustly increased lung metastasis, in terms of metastasis rate (~100%) and tumor loading in lung (bioluminescence signals), when compared to the MSC-DF^Notch1+/+^ group (Figure 3B). No distant metastasis was detectable in other major organs by IVIS. In our experimental condition, solo-xenografted C8161 (a) grew slowly and did not disseminate, even if 3× the amount of C8161 cells (b) were xenografted and tumor sizes were close to that of the co-grafted melanoma. When co-grafted with control MSC-DF (non-transduced MSC-DF (c) derived from *Notch1*LoxP/LoxP mice or MSC-DF^Notch1+/+^ (GFP-transduced (d)), melanoma could achieve approximately 40% of lung metastasis. When co-grafted with MSC-DF^Notch1−/−^ (e), a significant increase in melanoma local invasion was consistently observed when compared to that co-grafted with MSC-DF^Notch1+/+^ (Figure 3C). Overall, our data showed that turning ‘OFF’ Notch1 signaling in MSC-DF could increase melanoma invasion and metastasis, but not skin growth.

**Figure 3:**
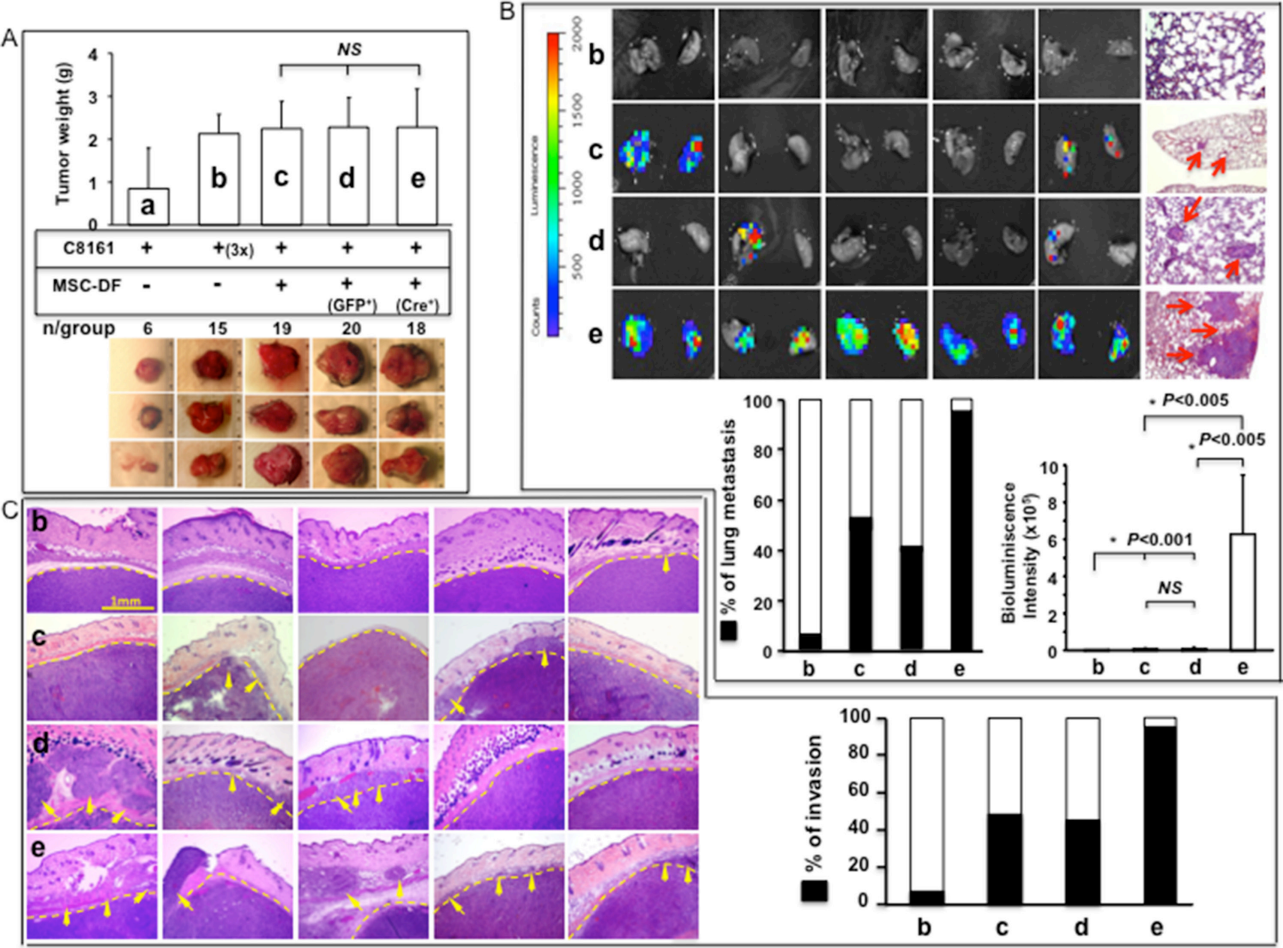
MSC-DF^Notch1−/−^ selectively promote melanoma invasion and metastasis *in vivo* (**A**) Melanoma growth in mouse skin. *top*: Tumor weight; *bottom*: three representative images of resected tumors/group. Solo-grafted melanoma grew slowly compared with co-grated melanoma (a). Growth rate of 3× solo-grafted melanoma was comparable to co-grafted melanoma cells (b). No significant difference for tumor growth with MSC-DF^Notch1−/−^ (e) *vs*. MSC-DF^Notch1+/+^ (non-transduced (c) or GFP/lenti-transduced (d)). (**B**) Tumor lung metastasis was robustly increased when co-grafted with MSC-DF^Notch1−/−^ *vs*. MSC-DF^Notch1+/+^. Five representative IVIS images of lungs/group are shown. Metastatic foci pointed by arrows in lung were detected by H&E staining. % of lung metastasis and tumor burden in lung are exhibited. (**C**) MSC-DF^Notch1−/−^ significantly promote melanoma Invasion. Five representative H&E images of tumor sections/groups are shown. Dash lines highlight tumor boundaries. Arrowheads point to melanoma cell invasion. % of local invasion detected by H&E staining is shown. In panel A, B, C: b: (3×) C8161; c: C8161 + MSC-DF^Notch1+/+^ (non-transduced); d: C8161 + MSC-DF^Notch1+/+^ (GFP/lenti-transduced); e: C8161 + MSC-DF^Notch1−/−^ (Cre/lenti-transduced).

### *MSC-DF^N1IC+/+^* inhibit melanoma invasion and metastasis *in vivo*

To further study the tumor-regulating role of MSC-DF carrying high Notch1 activity in melanoma, cell mixtures of MSC-DF^N1IC+/+^ + Luc2^+^-C8161 vs. MSC-DF^LSL-N1IC^ + Luc2^+^-C8161 were co-grafted onto the skin of *SCID* mice (*n* = 6/group). Mice were sacrificed 6 weeks after co-grafting. Lung, heart, liver, spleen, brain, and kidney were harvested and scanned by IVIS to detect distant metastasis of skin melanoma. MSC-DF^N1IC+/+^ and MSC-DF^LSL-N1IC^ had a comparable effect on melanoma growth in skin (Figure 4A). However, MSC-DF^N1IC+/+^ suppressed melanoma lung metastasis significantly (Figure 4B). No metastasis in liver and other organs were detectable by IVIS. Decreased local invasion of melanoma, when co-grafted with MSC-DF^N1IC+/+^, was consistently observed when compared to that co-grafted with MSC-DF^LSL-N1IC^ (Figure 4C). The data revealed that melanoma invasion and metastasis, but not skin growth, could be inhibited by MSC-DF^N1IC+/+^. Our data demonstrated that turning ‘ON’ Notch1 signaling in MSC-DF could inhibit melanoma invasion and metastasis. To study the growth rate and fate of co-grafted MSC-DF, the ratio of MSC-DF/melanoma cells in the primary skin xenografts at the end of the experiments was examined by immunostaining. Melanoma cells are Luc2^+^ (stained with green fluorescent dye) and co-grafted MSC-DF are GFP^+^ (stained with red fluorescent dye). As shown in Supplementary Figure S3, the numbers of various MSC-DF in tumor tissue are very limited while melanoma cells are overwhelming. This suggests that the early period of time following co-grafting may be crucial in determining the final consequence of melanoma metastasis because there was relatively higher ratio of MSC-DF/melanoma cells so that MDC-DF could exert their metastasis-regulating effects more efficiently than that in the late stage. We quantified the amounts of various MSC-DF in each group. We found fewer MSC-DF^N1IC+/+^ compared to MSC-DF^LSL-N1IC^, whereas the numbers of MSC-DF^Notch1−/−^ and MSC-DF^Notch1+/+^ were comparable in tumor tissues. This is consistent with cell growth rates of MSC-DF^N1IC+/+^ vs. MSC-DF^LSL-N1IC^ and MSC-DF^Notch1−/−^ vs. MSC-DF^Notch1+/+^ *in vitro* as showed in Figure 1B and 1C (middle panels).

**Figure 4:**
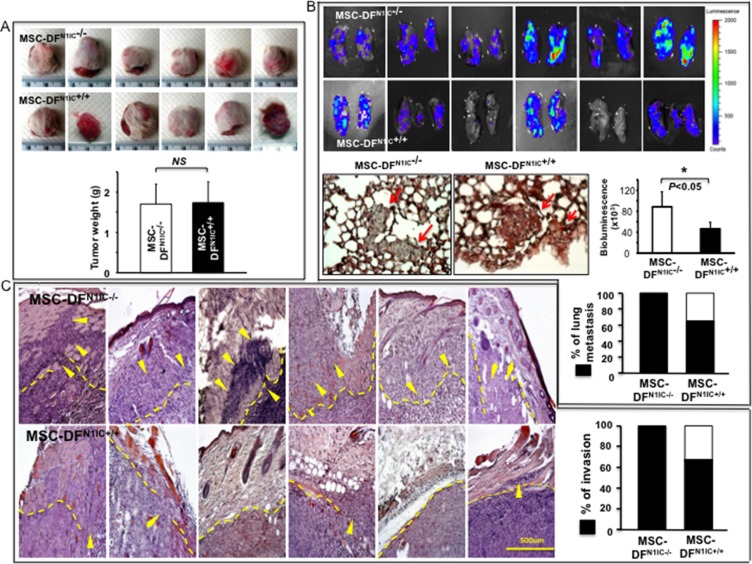
MSC-DF^N1IC+/+^ selectively inhibit melanoma invasion and metastasis *in vivo* (**A**) Growth of co-grafted melanoma in mice. *Top*: images and weights of tumors resected from each group (*n* = 6/group). No significant difference in growth of tumor co-grafted with MSC-DF^N1IC+/+^ vs. MSC-DF^LSL-N1IC^. (**B**) MSC-DF^N1IC+/+^ significantly diminished lung metastasis, both tumor loading in lung and % of metastasis. Metastatic foci pointed by arrowheads in lung sections were confirmed by H&E staining. (**C**) MSC-DF^N1IC+/+^ significantly inhibit tumor invasion. Six representative images of H&E staining of tumor tissues/groups are shown. Dash lines highlight tumor boundaries. Arrowheads point to invading tumor cells. Rate of local invasion in different groups is summarized.

### WISP-1 is a downstream target of Notch1 signaling in MSC-DF

To elucidate the mechanism(s) for the Notch1-determined tumor-regulating role of MSC-DF, we conducted cDNA microarray analyses to identify the putative target genes of Notch1 signaling in MSC-DF. We examined and compared MSC-DF^Notch1−/−^ *vs.* MSC-DF^Notch1+/+^ because null *Notch1* in MSC-DF robustly enhances their metastasis-promoting function. Hence, Notch1 target gene(s) identified by this approach may serve as a potential therapeutic target for melanoma metastasis.

The Illumina Mouse Whole-Genome-6 v2.0-based microarray analysis was performed. 

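Total RNA of MSC-DF Notch1-/-, in which Cre/lentivirus had deleted the floxed *Notch1* gene, and of MSC-DF Notch1+/+, which carried GFP/lentivirus, was labeled with biotin and hybridized to 4 single-color BeadChip arrays, 2 per group. The labels name the replicates P16 and P19 for MSC-DF Notch1-/- and P16 and P20 for MSC-DF Notch1+/+. They do not say whether the 2 samples of a group came from separate cultures, so that p-values measure the spread between these samples only. The *Notch1* probe had a normalized log2 signal of 6.74 on the MSC-DF Notch1+/+ P16 array, where it was above background. It was not above background on the MSC-DF Notch1+/+ P20 array (5.00) or on the MSC-DF Notch1-/- P16 and P19 arrays (4.79 and 4.82). By the rule for bounds given below, *Notch1* was 1.35-fold lower in MSC-DF Notch1-/- (adjusted p = 0.638 from limma). This is no firm bound, since MSC-DF Notch1+/+ was above background on 1 of 2 arrays and the P20 level entered its mean. The fitted log2 difference of −1.07 (standard error 0.64) is mostly taken against background, and it was −1.94 without MSC-DF Notch1+/+ P20. Without MSC-DF Notch1+/+ P16 the probe was not above background on any array, so that no difference could be measured. Where this probe lies relative to the deleted part of the gene is not known, and a probe outside it would not check the deletion.
The authors deposited the scanner's average signal of 45281 probes per array, neither normalized nor background-subtracted, with a detection score for each probe, and a table of normalized log2 values. At a detection p under 0.05, 17536 probes (38.7%) were above background on MSC-DF Notch1-/- P16, 17710 (39.1%) on MSC-DF Notch1-/- P19, 18412 (40.7%) on MSC-DF Notch1+/+ P16 and 17676 (39.0%) on MSC-DF Notch1+/+ P20. The median signals were 105, 108, 111 and 112 in that order, and the number of arrays limits the precision. Across all probes, which are not independent replicates, the normalized log2 signals of the 2 MSC-DF Notch1-/- arrays correlated with r = 0.989 and those of the 2 MSC-DF Notch1+/+ arrays with r = 0.984. MSC-DF Notch1+/+ P20 correlated with MSC-DF Notch1-/- P16 and P19 at r = 0.983 and 0.982, while MSC-DF Notch1+/+ P16 did so at r = 0.973 and 0.967. The signals were background-corrected with normexp, quantile normalized and tested probe by probe with limma. Folds are given for MSC-DF Notch1-/- relative to MSC-DF Notch1+/+. A gene with several probes is given by its brightest probe unless stated otherwise. For a probe not above background on either array of a group, the fold is a bound, the mean of the brighter group against the mean of, per array, the probe's own level or the lowest level above background, whichever was higher. Such bounds hold for the background-corrected values only, and the fold on other values can lie below them.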

Gene expression profiles of MSC-DF^Notch1−/−^ *vs.* MSC-DF^Notch1+/+^ (control) were compared to discover differentially expressed genes (experiments in duplicates). 689 differentially expressed genes were found to be significant within *p*-value ≤ 0.05 and fold change ≥ 1.5, of which 417 were upregulated and 272 were downregulated in MSC-DF^Notch1−/−^. 

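*Pcolce2*, an enhancer of procollagen processing, was 31.3-fold higher in MSC-DF Notch1-/- (log2 fold change 4.97, standard error 0.26, 2 arrays per group), and was above background on 1 of the 2 MSC-DF Notch1+/+ arrays. *S100a7a*, an S100 protein gene of the epidermis, was 17.7-fold higher, *Serpinb2*, which encodes plasminogen activator inhibitor 2, 7.79-fold, *Ildr2* 7.67-fold and the synaptic organizer gene *Cbln1* 6.55-fold. The water channel gene *Aqp1* was 5.80-fold higher, *Lce1f* of the cornified envelope 5.65-fold, *Plaa* 5.64-fold and the fatty acid elongase gene *Elovl4* 5.42-fold. *Rcan1*, a regulator of calcineurin, was at least 4.23-fold higher, *Igsf5* at least 4.00-fold and the transporter gene *Slco4a1* at least 3.05-fold, by probes not above background on either MSC-DF Notch1+/+ array. These genes and those below were chosen by their probe with the largest change, leaving out 3 probes among the rises (log2 fold change up to 3.22) and 1 among the falls (−4.96) that lack a single, established gene name. By their brightest probes, *Aqp1* stood at 1.88, *Rcan1* at 0.75 (with another at −0.06), *Ifitm1* at −1.51 and *Ogn* at −4.15. By another probe, *Plaa* stood at 1.27, *Igsf5* was at least 2.17-fold higher, *Mgmt* at least 7.66-fold lower and *Dcn* at least 1.65-fold lower. *Aqp1* was 3.51-fold higher without MSC-DF Notch1+/+ P16 and 9.59-fold without MSC-DF Notch1+/+ P20, *Lce1f* 3.53-fold and 9.02-fold, and *Plaa* 12.6-fold and 2.53-fold.
Among the genes lower in MSC-DF Notch1-/-, *Clec11a*, a growth factor gene, was 29.5-fold lower, the DNA repair gene *Mgmt* 28.3-fold, *Prelp*, which encodes a small leucine-rich proteoglycan, 28.1-fold, and the interferon-inducible *Ifi27l2a* 24.3-fold. *Dcn* (decorin) was 23.0-fold lower, *Cdkn1a*, which encodes the cell cycle inhibitor p21, 18.8-fold, the hyaluronan-degrading *Cemip* 18.2-fold and the interferon-induced *Ifitm1* 13.7-fold. *Clec11a*, *Prelp*, *Ifi27l2a* and *Ifitm1* were above background on 1 of the 2 MSC-DF Notch1-/- arrays. *Elobl* was at least 22.4-fold lower, *Omd* (osteomodulin) at least 19.8-fold and *Ogn* (osteoglycin) at least 14.1-fold, by probes not above background on either MSC-DF Notch1-/- array. *WISP-2*/*CCN5* completes the 12 falls. Without MSC-DF Notch1+/+ P16, *Mgmt* was 15.2-fold lower, *Prelp* 11.7-fold, *Cdkn1a* 10.8-fold, *Cemip* 8.43-fold, *Elobl* at least 12.0-fold, *Ogn* at least 8.10-fold and *Omd* at least 7.82-fold. Without MSC-DF Notch1+/+ P20 these 7 genes were 24.5-fold to 67.4-fold lower, with the same 3 as bounds. *Ifi27l2a* was 37.0-fold lower without MSC-DF Notch1+/+ P16 and 15.9-fold without MSC-DF Notch1+/+ P20. Without MSC-DF Notch1-/- P19, *Mgmt*, *Prelp*, *Ifi27l2a*, *Dcn* and *Cemip* were 10.4-fold to 16.8-fold lower, and without MSC-DF Notch1-/- P16, *Mgmt*, *Dcn* and *Cemip* were 31.6-fold to 47.6-fold lower. Standard errors of the log2 fold changes lay between 0.083 and 0.85 for the 12 rises and between 0.31 and 1.12 for the 12 falls. These genes passed an unadjusted limma p under 0.05 with a fold over 1.5, and none passed an adjusted p under 0.05 (adjusted p = 0.210 to 0.385 from limma). By the unpaired t-test of the paper's methods, *Aqp1*, *Lce1f*, *Plaa*, *Elovl4*, *Mgmt*, *Prelp*, *Omd*, *WISP-2* and *Cemip* did not reach a nominal p of 0.05.
On these values, the methods' t-test called 1249 of 45281 probes at a nominal p at or under 0.05 and a fold at or over 1.5, 788 higher and 461 lower in MSC-DF Notch1-/-. After Benjamini-Hochberg adjustment the methods' t-test kept 2 probes, named after their values were seen. One was of *Mpg*, a DNA glycosylase gene (log2 fold change −0.37), and the other has no gene symbol here (0.19). At an adjusted p under 0.05, limma called 0 probes (smallest adjusted p = 0.210), against 5679 at an unadjusted p under 0.05, of which 3276 were higher and 2403 lower. Its count was 71 with a trend in the spread, 2 over probes above background on at least 2 arrays, and 2731 after a shift to the 75th percentile in place of quantile normalization, where limma gave all probes 1 spread. The 1249 calls were 689 without background correction, 632 without MSC-DF Notch1-/- P16, 637 without MSC-DF Notch1-/- P19 and 604 without MSC-DF Notch1+/+ P16. Of the calls, 675 were higher and 170 lower after the shift to the 75th percentile, and without MSC-DF Notch1-/- P19 fewer were higher (308) than lower (329).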

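The lists of p53 target, interferon-stimulated, MHC class I, lysosomal and cholesterol synthesis genes were chosen with the paper's Table S1 in view. That table was drawn from these arrays, so that the direction and camera p-values of these lists are not independent evidence. Target genes of p53, which act in growth arrest and apoptosis, were lower in MSC-DF Notch1-/- as a group, with a median log2 fold change of −1.04 over 29 genes (adjusted p = 9.7e-10 from camera, and adjusted p = 0.604 with an estimated correlation). Of them, 7 were lower and 0 higher when adjusted over the list alone, among them *Casp1* (−3.49, above background on 1 of 2 MSC-DF Notch1-/- arrays), the proapoptotic *Bbc3* (−1.15, with other probes at −0.25 and −0.01), *Gadd45a* (−1.04) and *Cdkn1a*. Interferon-stimulated genes of the antiviral response had a median of −0.80 over 40 genes (adjusted p = 9.7e-10 from camera, and adjusted p = 0.604 with an estimated correlation). In a calculation added after the values were seen, the median was −1.27 over the 26 above background on any array, with 6 of them at their bound. When adjusted over the list alone, 15 were lower and 0 higher, with *Bst2* (tetherin) at −1.70, *Uba7*, the activating enzyme of ISG15, at least 4.61-fold lower (2.56-fold on the deposited values), *Parp14* at least 2.82-fold and the GTPase gene *Igtp* at least 2.09-fold. Genes of MHC class I antigen presentation had a median of −1.02 over 19 genes (adjusted p = 1.33e-06 from camera, and adjusted p = 0.604 with an estimated correlation), with 7 lower and 1 higher over the list alone. The MHC genes *H2-Q5* (−1.67), *H2-T23* (−1.43) and *H2-D1* (−1.28) and the immunoproteasome gene *Psmb8* (−2.24, with another probe at −0.27) were lower. The gene that was higher, named after its value was seen, was *H2-M3* (0.78).
Lysosomal genes had a median of −0.65 over 36 genes (adjusted p = 1.3e-08 from camera, and adjusted p = 0.712 with an estimated correlation). Over the list alone 7 were lower and 0 higher, such as the cystine transporter gene *Ctns* (−1.23) and the hydrolase genes *Arsa* (−1.10) and *Sgsh* (−0.93), with *Atp6v1h* of the proton pump at −0.76 (with another probe at −0.16). Cholesterol synthesis genes had a median of −0.52 over 19 genes (adjusted p = 7.08e-05 from camera, and adjusted p = 0.604 with an estimated correlation). Over the list alone 3 were lower and 0 higher, *Acss2* (−2.24), *Tm7sf2* (−1.77, above background on 1 of 2 MSC-DF Notch1-/- arrays) and *Ebp* (−1.16), while *Nsdhl* (−1.03) did not pass. Genes of fibrillar matrix and matrix-binding proteins had a median of −0.59 over 31 genes (adjusted p = 0.000748 from camera, and adjusted p = 0.712 with an estimated correlation), with 5 lower and 2 higher over the list alone. *Fbln2* (fibulin 2, −0.59, with another probe at −1.35), *Dcn*, *Ogn*, the collagen gene *Col5a1* (−1.15) and *Lox*, which encodes a collagen cross-linking enzyme (−1.27), were lower. *Tnc* (tenascin C, 1.62) and *Pcolce2* were higher. *Ogn*, *Col5a1* and *Lox* were named here after their values were seen. The fibrillar matrix list was not chosen with Table S1 in view, but was fixed after that table had been read. Members such as *Pcolce2*, *Tnc* and *Dcn* are rows of it, so that this list is not independent evidence either.
Over all probes, limma called 0 members of these lists at an adjusted p under 0.05. Without MSC-DF Notch1+/+ P16 the medians were −0.64 for p53 target genes, −0.52 for interferon-stimulated genes, −0.31 for lysosomal genes and −0.32 for fibrillar matrix (adjusted p = 0.0705 from camera, which ends that call). Fibrillar matrix stood at −0.91 without MSC-DF Notch1+/+ P20, and without MSC-DF Notch1-/- P19, MHC class I genes stood at −0.65 and cholesterol synthesis genes at −0.34. The median of interferon-stimulated genes was −0.51 without background correction and on the deposited values, −0.46 after the shift to the 75th percentile and −1.51 over probes above background on at least 2 arrays. That of MHC class I genes was −0.62 without background correction and on the deposited values, −0.60 after that shift and −0.54 with the mean of all probes of a gene. With that mean, cholesterol synthesis genes stood at −0.30 and lysosomal genes at −0.40, and after that shift fibrillar matrix stood at −0.32. Fry called 0 of these lists in 1 direction, and in mixed directions it did not call p53 target genes or lysosomal genes (adjusted p = 0.123 for both).

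**Figure D1:**
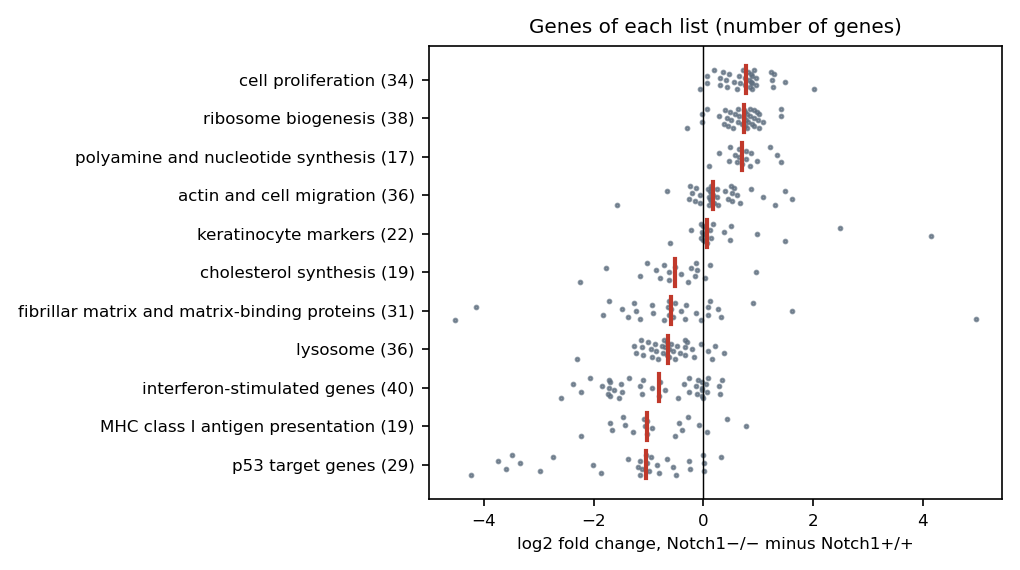
Log2 fold change of each gene (gray points) in MSC-DF Notch1-/- relative to MSC-DF Notch1+/+ for the 11 lists called by camera, with the number of genes in brackets and the median as a red line. The medians run from −1.04 for p53 target genes to 0.79 for cell proliferation, and *Pcolce2* at 4.97 is the point farthest to the right. All lists but those of fibrillar matrix and cell proliferation were chosen with the paper's Table S1, drawn from these arrays, in view. The lists of fibrillar matrix and cell proliferation were also fixed after that table had been read, so that they are not independent of it.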

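The lists of ribosome biogenesis, polyamine and nucleotide synthesis, actin and cell migration, and keratinocyte markers were also chosen with Table S1 in view. Their direction and camera p-values are not independent evidence either. Genes of ribosome biogenesis were higher in MSC-DF Notch1-/- as a group, with a median log2 fold change of 0.75 over 38 genes (adjusted p = 4.36e-12 from camera, and adjusted p = 0.604 with an estimated correlation). Of these, 13 were higher and 0 lower when adjusted over the list alone, including *Tsr1* (1.02, with another probe at −0.86), *Urb2* (0.88), *Polr1d*, a subunit gene of RNA polymerases I and III (0.80), and *Nop10* (0.80). Genes of polyamine and nucleotide synthesis had a median of 0.70 over 17 genes (adjusted p = 2.12e-09 from camera, and adjusted p = 0.604 with an estimated correlation). Of these, 9 were higher and 0 lower over the list alone. The dUTPase gene *Dut* stood at 1.21, *Odc1*, the rate-limiting enzyme of polyamine synthesis, at 0.98, *Cad* of pyrimidine synthesis at 0.78 and *Azin1* at 0.61, the last above background on 1 of 2 MSC-DF Notch1+/+ arrays. Cell proliferation genes had a median of 0.79 over 34 genes (adjusted p = 2.89e-06 from camera, and adjusted p = 0.712 with an estimated correlation). Over the list alone 0 passed, and 6 were higher at an unadjusted p under 0.05, with *Mybl2* at 2.02, *Mcm7* at 0.81, *E2f1* at 0.65 and *Rrm1* at 0.46. This list was not chosen with Table S1 in view, but was fixed after that table had been read. The paper reports comparable growth of MSC-DF Notch1-/- and MSC-DF Notch1+/+ in culture, which RNA levels do not measure. Genes of actin and cell migration had a median of 0.17 over 36 genes (adjusted p = 0.000525 from camera, and adjusted p = 0.604 with an estimated correlation). Of these, 10 were higher and 1 lower over the list alone. The integrin gene *Itga3* stood at 1.62, *Limk1* and its substrate gene *Cfl1* (cofilin) at 1.50 and 1.31, and the actin-bundling *Fscn1* at 1.08. The gene that was lower, named after its value was seen, was *Limk2* (−0.67). Keratinocyte markers had a median of 0.06 over 22 genes, of which 4 were above background on both arrays of a group (adjusted p = 0.0306 from camera, and adjusted p = 0.604 with an estimated correlation). Over the list alone 2 were higher, *S100a7a* and *Lce1g* (1.49), while *Sprr2k* was at least 1.08-fold higher.
Limma called 0 members of these 5 lists over all probes. The median of cell proliferation genes was 0.19 without MSC-DF Notch1+/+ P16 and 1.4 without MSC-DF Notch1+/+ P20. Without MSC-DF Notch1+/+ P16, the median was 0.43 for ribosome biogenesis, 0.35 for actin and cell migration and 0.10 for keratinocyte markers, the last 2 lists losing their call without MSC-DF Notch1+/+ P20 (adjusted p = 0.166 and 0.155 from camera). After the shift to the 75th percentile, actin and cell migration stood at 0.34 and keratinocyte markers at 0.15, and the latter stood at 0.03 with an offset of 50 and at 1.99 over probes above background on at least 2 arrays. Fry called 0 of these 5 lists in 1 direction, and in mixed directions it did not call ribosome biogenesis (adjusted p = 0.0538) or cell proliferation (adjusted p = 0.369).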

Clustering and visualization of 689 differentially expressed genes are shown in Figure 5A. 

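The 2 MSC-DF Notch1-/- arrays lay closest to each other, at a Euclidean distance of 71.5 over the log2 values of all 45281 probes, and the 2 MSC-DF Notch1+/+ arrays lay 85.4 apart. MSC-DF Notch1+/+ P20 stood 87.6 from MSC-DF Notch1-/- P16 and 89.6 from MSC-DF Notch1-/- P19, while MSC-DF Notch1+/+ P16 stood 111 and 123 from them. With average linkage, these distances joined MSC-DF Notch1-/- P16 with MSC-DF Notch1-/- P19 and MSC-DF Notch1+/+ P16 with MSC-DF Notch1+/+ P20. Over the probes past the study's thresholds on the deposited log2 values, the distances were 5.62 within MSC-DF Notch1-/-, 6.28 within MSC-DF Notch1+/+ and 23.8 to 29.2 between the groups. Those probes were chosen for their difference between the groups, so that their clustering is no separate test of it.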

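On the authors' deposited log2 values, the probes past the study's thresholds included *Pcolce2* (12.0-fold higher in MSC-DF Notch1-/-), *S100a7a* (11.4-fold higher), *Ildr2* (4.67-fold higher) and *Cbln1* (4.20-fold higher). *Cdkn1a* (15.4-fold lower), *Dcn* (14.5-fold lower), *Clec11a* (10.9-fold lower), *Ifi27l2a* (9.16-fold lower) and *Ifitm1* (5.81-fold lower) were among those that were lower. *Mgmt* (13.8-fold lower), *Prelp* (11.5-fold lower), *Omd*, *Ogn* and *Aqp1* had no probe at a nominal p at or under 0.05 with the methods' t-test on those values. Nor did the probes named above of *Elobl*, *Cemip*, *Plaa*, *Igsf5* and *WISP-2* reach it on those values. On them, *Elobl* was 10.1-fold lower, *Omd* 8.45-fold and *Ogn* 6.96-fold by the probes named above. *Slco4a1* was 3.03-fold higher, *Igsf5* 2.57-fold and *Rcan1* 2.56-fold. Each of these folds lies below its bound on the background-corrected values. Folds of *Parp14*, *Igtp*, *Ppbp* and *Pgf* in the paper's table also lie below the bounds given for these genes here. The paper's table has 689 rows under 609 distinct symbols. Of these, 686 rows were matched by a called probe of the deposited values within 0.0002 in p and 0.2% in fold. After Benjamini-Hochberg adjustment of the methods' t-test on the deposited values, 0 rows passed. Of the rows, 643 also passed the study's thresholds on the values normalized here, on the same probe. Over 19057 genes, 272 of the 292 genes higher in the paper's table and 193 of its 206 lower genes were shared, where independent lists would share 8.78 and 3.75. The table was drawn from the same 4 arrays, so that this overlap is not independent evidence.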

The complete gene list is presented in Supplementary Table S1.

**Figure 5:**
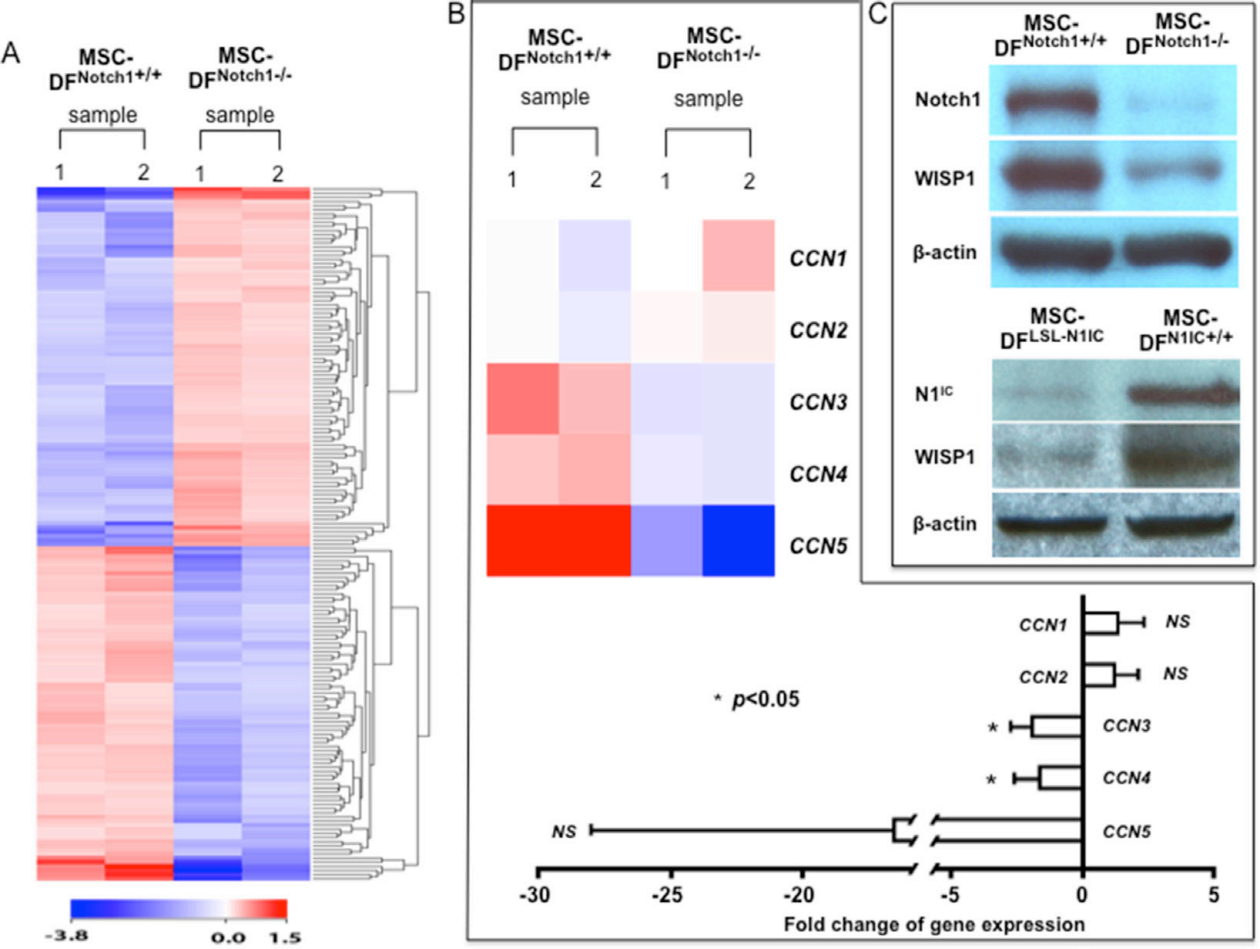
Expression of WISP1 depends upon Notch1 (**A**) Heatmap of differentially expressed gene profiles from duplicates of MSC-DF^Notch1−/−^ vs. MSC-DF^Notch1+/+^ by microarray analysis. (**B**) Heatmap of differentially expressed *CCN* family genes (*top*). Relative levels of *CCN1-5* genes in MSC-DF^Notch1−/−^ vs. MSC-DF^Notch1+/+^ (*bottom*), based on unpaired Student's *t*-test between the two conditions. (**C**) Deletion of Notch1 in MSC-DF^Notch1−/−^ (*top*) or expression of N1^IC^ in MSC-DF^N1IC+/+^ (*bottom*) and downregulation of WISP1 in MSC-DF^Notch1−/−^ are validated by immunoblotting.

Our earlier findings about CM of MSC-DF^Notch1−/−^ in promoting melanoma cell migration suggested release of soluble molecule(s) by MSC-DF^Notch1−/−^. Therefore, we focused on soluble factor(s) produced by MSC-DF. We previously reported that constitutive activation of the Notch1 pathway resulted in an elevated expression of WISP-1/CCN4 in human fibroblasts [16, 17]. 

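*WISP-1*/*CCN4*, which encodes a secreted matricellular protein of the CCN family, was 1.69-fold lower in MSC-DF Notch1-/- by its brighter probe, with a log2 fold change of −0.76 (standard error 0.096, 2 arrays per group). Its normalized log2 signal was 10.47 and 10.42 on the MSC-DF Notch1-/- arrays and 11.14 and 11.26 on the MSC-DF Notch1+/+ arrays, all above background. This probe passed the study's thresholds and did not pass limma over all probes (adjusted p = 0.210 from limma). The second *WISP-1* probe had a log2 fold change of −0.34 (standard error 0.15, adjusted p = 0.488 from limma) and did not reach a fold of 1.5. After the shift to the 75th percentile, the log2 fold change of the brighter probe was −0.58, just under a fold of 1.5.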

*WISP-1/CCN4* is indeed one of the 272 downregulated genes. Thus, we investigated gene expression profiling of the *CCN* family [18]. KEGG pathways were analyzed to derive genes of the *CCN* family. As summarized in Figure 5B, expression of *Nov*/*CCN3* and *WISP-1*/*CCN4* decreases 1.94-fold and 1.65-fold, respectively, in MSC-DF^Notch1−/−^, while changes of *Cyr61*/*CCN1, CTGF*/*CCN2 and WISP-2*/*CCN5* are not significant. 

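*Nov*/*CCN3*, which encodes another secreted CCN protein, was not above background on either MSC-DF Notch1-/- array and was above it on both MSC-DF Notch1+/+ arrays. It was thus at least 2.15-fold lower in MSC-DF Notch1-/- by its brighter probe and at least 1.28-fold lower by the other (adjusted p = 0.210 for both from limma). The bound of the brighter probe was 1.42-fold without background correction and 1.38-fold after the shift to the 75th percentile, and its fold on the deposited values was 1.94. Both *Nov* probes passed the study's thresholds on the values normalized here. On the deposited values the other probe was 1.35-fold lower and did not reach a fold of 1.5. *WISP-2*/*CCN5* was 22.9-fold lower (log2 fold change −4.52, standard error 1.12, adjusted p = 0.286 from limma). Its normalized log2 signal was 12.77 and 12.72 on the MSC-DF Notch1+/+ arrays, 9.76 on MSC-DF Notch1-/- P16 and 6.70 on MSC-DF Notch1-/- P19, and the fold was 66.0 without MSC-DF Notch1-/- P16 and 7.92 without MSC-DF Notch1-/- P19. *Cyr61*/*CCN1* had a log2 fold change of 0.48 (standard error 0.30, adjusted p = 0.657 from limma) and *CTGF*/*CCN2* one of 0.20 (standard error 0.11, adjusted p = 0.612 from limma). The methods' t-test kept *WISP-2*, *Cyr61* and *CTGF* outside the study's thresholds. Adjusted over the list alone, *Nov*, *WISP-1* and *WISP-2* were lower and 0 of the 5 genes were higher (0 over all probes). The paper turned to this family after finding *WISP-1* among its downregulated genes on these arrays. Passing over this list is thus no independent evidence. No probe here is named for *WISP-3*/*CCN6*. After the shift to the 75th percentile, where limma gave all probes 1 spread, *Cyr61*, *Nov* and *WISP-2* passed (adjusted p = 0.0331, 0.000656 and 1.55e-73 from limma).

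**Figure D2:**
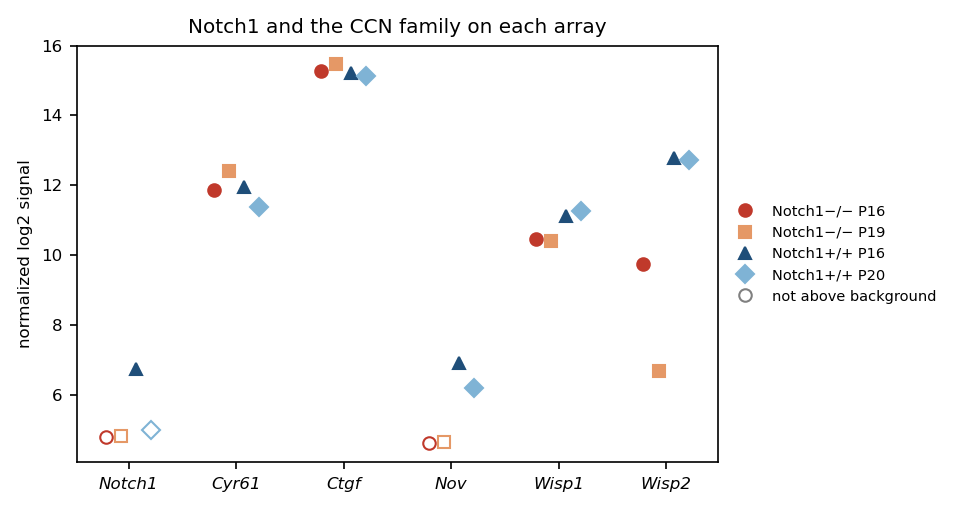
Normalized log2 signal of *Notch1* and the CCN family genes on each of the 4 arrays, by the brightest probe of each gene, with open symbols where the probe was not above background. *WISP-1* lies at 10.42 and 10.47 on the MSC-DF Notch1-/- arrays and at 11.14 and 11.26 on the MSC-DF Notch1+/+ arrays, while *WISP-2* differs between the 2 MSC-DF Notch1-/- arrays.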

Notch1 deletion and decreased WISP-1 in MSC-DF^Notch1−/−^ was confirmed by immunoblot (Figure 5C, *top*). Thus, microarray gene expression profiling indicated that *Nov*/*CCN3* and *WISP-1*/*CCN4* are downregulated upon *Notch1* deletion in MSC-DF. 

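The CCN family as a group had a median log2 fold change of −0.76 over 5 genes and did not pass the list test (adjusted p = 0.0958 from camera, and adjusted p = 0.604 with an estimated correlation). It did pass after the shift to the 75th percentile (adjusted p = 0.00547 from camera) and with a trend in the spread (adjusted p = 0.0314 from camera). Without MSC-DF Notch1-/- P19 its median was −0.73. Fry, which does not set a list against other genes, called it in mixed directions (adjusted p = 0.0169 from fry) and not in 1 direction (adjusted p = 0.142 from fry). As the family was taken up after *WISP-1* was called on these arrays, its camera and fry p-values are not independent evidence. *Hes1*, a direct target gene of Notch signaling, had a log2 fold change of −0.28 (standard error 0.16, adjusted p = 0.601 from limma), and *Hey1* was not above background in either group. Of 8 canonical Notch target genes, *Hes1* alone was above background on both arrays of a group, *Hes7* and *Hey2* were above it on 1 MSC-DF Notch1-/- array each, and 0 passed over the list alone (median 0.09, adjusted p = 0.676 from camera, and −0.02 without MSC-DF Notch1-/- P16). Notch receptors, ligands and processing genes had a median of −0.07 over 23 genes (adjusted p = 0.202 from camera, adjusted p = 0.712 with an estimated correlation, and adjusted p = 0.0399 without MSC-DF Notch1+/+ P20, where the median was −0.16, while it was 0.02 after the shift to the 75th percentile), and 0 passed over the list alone. Among them, the γ-secretase subunit genes *Ncstn* (−0.77) and *Psenen* (−0.51) were lower at an unadjusted limma p under 0.05, while *Aph1a* (0.31) and the protease gene *Adam17* (−0.23) were not. From the lower *Nov* and *WISP-1* in MSC-DF Notch1-/-, the paper takes both genes to be downregulated upon *Notch1* deletion in MSC-DF.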

Consistently, expression of WISP-1 protein is elevated in MSC-DF^N1IC+/+^ (Figure 5C, *bottom*). These results revealed that WISP-1 is a downstream target of Notch1 signaling.

### WISP-1 mediates the Notch1-determined metastasis-regulating role of MSC-DF

To explore whether WISP-1 is functionally responsible for mediating the Notch1-determined regulatory function of MSC-DF, we reconstituted WISP-1 expression in MSC-DF^Notch1−/−^ by WISP-1/lentivirus transduction (Figure 6A, *top*). Transduced cells were named WISP-1^hi^/MSC-DF^Notch1−/−^ and compared with MSC-DF^Notch1−/−^ (WISP-1^lo^, which is E in Figure 3). First, we examined the effects of CM of WISP-1^hi^/MSC-DF^Notch1−/−^ vs. WISP-1^lo^/MSC-DF^Notch1−/−^ on proliferation and migration of melanoma cells. Although cell growth rates of melanoma cells cultured with CM of WISP-1^hi^/MSC-DF^Notch1−/−^ and WISP-1^lo^/MSC-DF^Notch1−/−^ were comparable (Figure 6A), CM of WISP-1^hi^/MSC-DF^Notch1−/−^ considerably inhibited melanoma cell migration (Figure 6B). Recombinant human WISP-1 (γhWISP-1) consistently inhibited C8161 cell migration (Figure 6C), demonstrating that WISP-1 suppresses melanoma cell migration. Consistent with previous reports [19], we observed that WISP-1 inhibited both the expression and phosphorylation of Rac1/Cdc42/RhoA in C8161 cells (Supplementary Figure S4).

**Figure 6:**
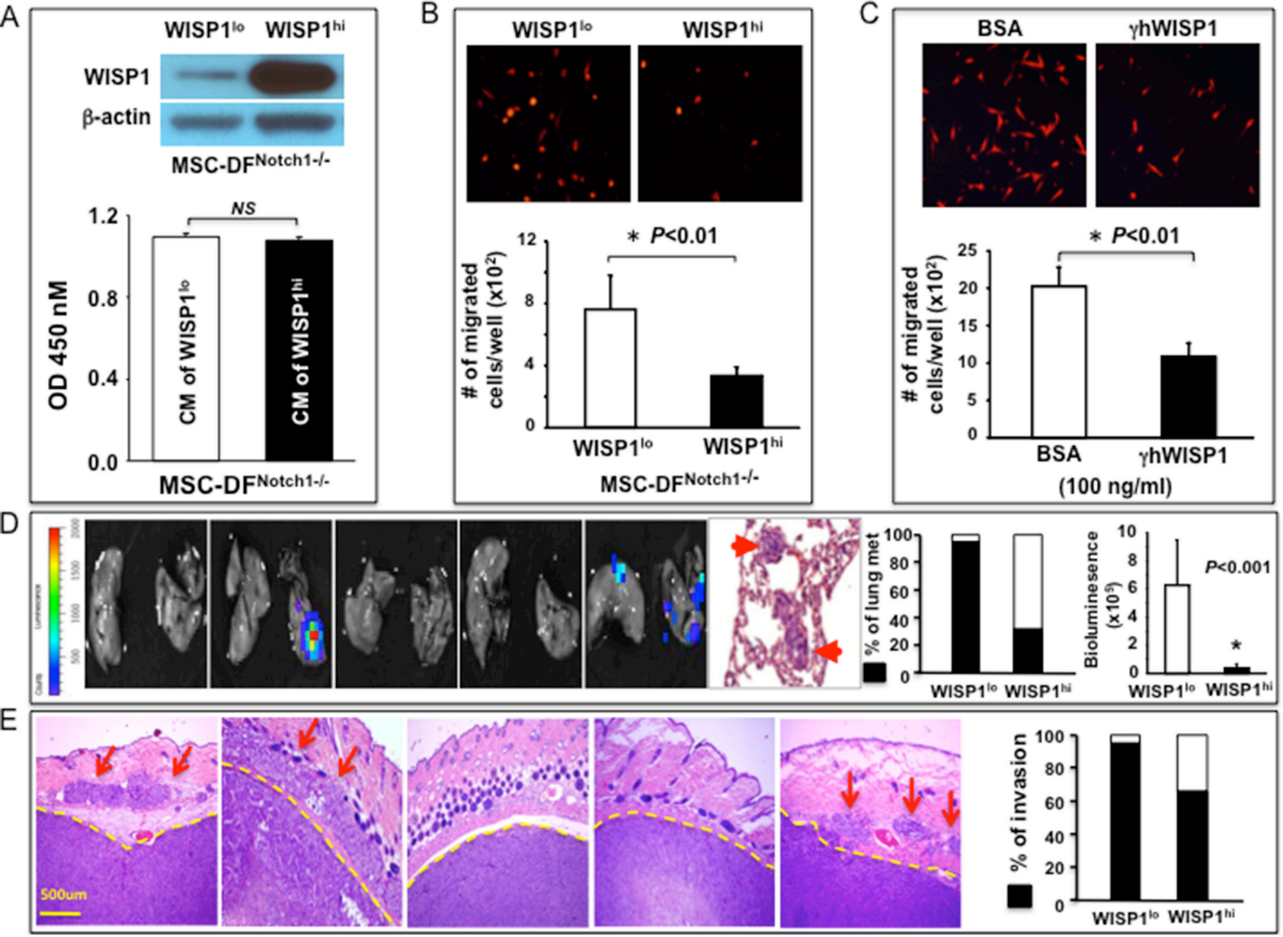
WISP-1 mediates Notch1-determined metastasis-regulating function of MSC-DF (**A**) *top*: Immunoblot shows reconstituted overexpression of WISP-1 in MSC-DF^Notch1−/−^ ; *bottom:* CM of WISP-1^hi^/MSC-DF^Notch1−/−^ and WISP-1^lo^/MSC-DF^Notch1−/−^ don't affect C8161 cell proliferation. (**B**) CM of WISP-1^hi^/MSC-DF^Notch1−/−^ inhibit DsRed^+^-C8161 migration. (**C**) Effect of γhWISP-1 on DsRed^+^ C8161 migration. Quantitative data in A, B, C are analyzed by Student's *t*-test and presented as mean ± SD of three independent experiments. (**D**) WISP-1^hi^/MSC-DF^Notch1−/−^ could largely reverse WISP-1^lo^/MSC-DF^Notch1−/−^-induced metastasis-promoting effects (see Figure 3B-e). Five representative IVIS images of lungs are shown. Metastatic foci in lung are confirmed by H&E staining. (**E**) WISP-1^hi^/MSC-DF^Notch1−/−^ significantly mitigate WISP-1^lo^/MSC-DF^Notch1−/−^-induced melanoma invasion (see Figure 3C-e). Five representative H&E images are shown. Arrows points to invading melanoma cells in skin tissues. Rate of local invasion is summarized.

Next, to test the effect of WISP-1^hi^/MSC-DF^Notch1−/−^ on melanoma growth and metastasis, we co-grafted cell mixtures of Luc2^+^-C8161 with WISP-1^hi^/MSC-DF^Notch1−/−^ vs. WISP-1^lo^/MSC-DF^Notch1−/−^ into *SCID* mice. There was no significant difference in melanoma skin growth between the two groups (data not shown). However, melanoma lung metastasis drastically decreased in the presence of WISP-1^hi^/MSC-DF^Notch1−/−^ in terms of both metastasis rate (down from ~100% to ~40%) and load (bioluminescent signals) in the lungs (Figure 6D, see Figure 3B-e for data of WISP-1^lo^/MSC-DF^Notch1−/−^ + Luc2^+^-C8161 group). Also, melanoma local invasion was inhibited when co-grafted with WISP-1^hi^/MSC-DF^Notch1−/−^ (Figure 6E, see Figure 3C-e for data of WISP-1^lo^/MSC-DF^Notch1−/−^ + Luc2^+^-C8161 group). These data revealed that reconstituted overexpression of WISP-1 could largely reverse the Notch1^−/−^-induced metastasis-promoting effect of MSC-DF; thus, demonstrating that the Notch1-determined melanoma metastasis-regulating role of MSC-DF is mediated primarily by WISP-1.

## DISCUSSION

Our study identified Notch1 signaling as a crucial molecular determinant in governing the tumor-regulating role of MSC-derived stromal fibroblasts and opens a new avenue to target the TME by either reprograming and converting CAF from ‘tumor promoters’ to ‘tumor suppressors’ through therapeutic activation of the Notch1 pathway or by directly exploiting Notch's downstream target, WISP-1. However, from the point of view of therapeutic practice, specifically activating the Notch pathway in CAF, while not simultaneously increasing the Notch signaling activity in tumor cells (herein melanoma cells) will be a key solution, since the biological function of Notch signaling is cell context-dependent [20, 21], and high Notch activity is oncogenic to a variety of tumors [22], including melanoma [23, 24]. Taking this into consideration and based upon the fact that a significant fraction of CAF in tumor tissue are derived from MSC, an alternative practicable strategy is to develop cell-based therapy through targeted delivery of therapeutic cells, i.e. autologous MSC-DF, pre-engineered ‘*ex vivo*’ to either overexpress WISP-1 or carry high Notch1 activity using numerous options, such as a gene therapy approach, a novel genome editing method, CRISPR/Cas9, to introduce *N1*IC, or applying the Notch-activating compound identified through a similar high-throughput screening method [25], into tumor tissue. Fibroblasts expressing high Notch activity tend to undergo cell cycle arrest [17, 26]. This characteristic makes MSC-DF carrying high Notch activity especially appealing as therapeutic cells because they will not expand uncontrollably after residing in the tumor tissue and are eventually cleared by immune cells. Therefore, they can be repeatedly administered to patients to enhance therapeutic efficacy.

This study reveals a selective role of the Notch1—WISP-1 axis in determining the regulatory role of MSC-DF in melanoma metastasis. However, it remains unclear whether such a metastasis-selective role is a unique trait of MSC-DF. In a previous study [16], we employed human dermal fibroblasts (FF2441), pre-transduced to overexpress N1IC, as experimental stromal fibroblasts to co-graft with human melanoma cells (1205Lu) on SCID mice. FF2441^N1IC^ inhibited melanoma cell skin growth. However, we were unable to investigate the effect of FF2441^N1IC^ on melanoma metastasis because grafted human 1205Lu melanoma cells did not metastasize in SCID mice. Also, in a different experimental mouse model, xenograftedmurine melanoma cells (B16) did not metastasize within the timeframe of our experiments in both GOF^Notch1^ and LOF^Notch1^ mice, in which the genetic activation or inactivation of Notch1 signaling specifically occurs in natural host stromal fibroblasts [15]. With respect to effects of different types of tumor stromal fibroblasts on melanoma growth, we observed that the loss of Notch1 in host stromal fibroblasts had little effect on B16 melanoma cell skin growth in LOF^Notch1^ mice. This result is consistent with the role of MSC-DF^Notch1−/−^ in regulating C8161 melanoma cell skin growth observed in the current study. However, B16 melanoma cell skin growth was retarded in GOF^Notch1^ mice, which is inconsistent with the role of MSC-DF^N1IC+/+^ in regulating C8161 melanoma cell skin growth revealed in the current study. Many factors may contribute to the varied responses of tumor growth in the genetic GOF^Notch1^ mouse model tested previously and in melanoma—MSC-DF^N1IC+/+^ cell co-graft mouse model applied in the current study. For example, different melanoma cells were studied in these varied models: murine B16 melanoma cells were tested in GOF^Notch1^ mouse models, while human C8161 melanoma cells were investigated in a co-graft model. A very low incidence of spontaneous metastasis of grafted B16 cells in the syngeneic murine melanoma model has been reported [27]. Typically resection of the primary tumor must take place in order for formation of distant metastases to occur. This is the reason why we used human metastatic C8161 melanoma cells in the current study, which was focused on exploring the role of Notch1 signaling in determining the function of MSC-DF in regulating melanoma metastasis. Besides, the nature of stromal fibroblasts investigated in these varied models are different. In the GOF^Notch1^ mouse model, endogenous natural fibroblasts were studied, whereas in the co-graft model, exogenously created MSC-DF were tested. In addition, the amount and location of stromal fibroblasts were different. There were fewer infiltrated/recruited CAF within the tumor mass, yet many CAF were located in the tumor capsule in the GOF^Notch1^ mouse model, whereas large numbers of MSC-DF were experimentally mixed and interwoven with melanoma cells in a co-graft model. Moreover, tumor—host interactions are different in these varied models. Interactions of murine melanoma cells and murine stroma were studied in GOF^Notch1^ mouse model, while interactions of human melanoma cells with murine stroma were examined in co-graft model. Furthermore, there were distinct immune statuses between mice used in the GOF^Notch1^ model and the co-graft model. The GOF^Notch1^ model uses immunocompetent mice while co-graft model utilizes immunodeficient mice. Future studies are warranted to elucidate the underlying mechanisms for the Notch1—WISP-1 axis-determined metastasis-selective role of MSC-DF.

Our finding of WISP-1 as a functional mediator of Notch signaling provides a practicable agent to control melanoma progression since a soluble molecule is easily administered. WISP-1 was initially identified as a Wnt1-responsive target [28]. We have demonstrated that the Notch1-induced WISP-1 expression is mediated by Wnt11, but not Wnt1, in fibroblasts [17]. In a previous study, we also observed that Notch1 activation-induced growth-inhibition of fibroblasts, which is partially mediated by WISP-1, was relievable when the Notch activation was countered with dominant-negative mutant of Master-mind like 1 (DN-MAML-1) [17]. It suggested that Notch1-dependent regulation of WISP1 is canonical RBP-JΚ dependent. However, future study is required to elucidate the precise mechanism for Notch1-dependent regulation of WISP1. While the role of WISP-1 is ill-defined and appears to be varied in different cancers, potential involvement of WISP-1 in several cancers has been reported [19, 28–30]. WISP-1 is a tumor-suppressor in lung cancer [30], but may correlate with colon cancer progression [28]. We previously tested the effects of knocking-down WISP-1 by shRNA in the presence of Notch1 signaling pathway activation on melanoma cell proliferation *in vitro* and melanoma skin growth *in vivo.* We showed that attenuation of Notch-upregulated WISP-1 expression in fibroblasts could significantly liberate the inhibitory effect of stromal fibroblasts, which is induced by high Notch1 activity, on melanoma growth [16]. In the current study, we did this the other way around and tested the effects of reconstituted overexpression of WISP-1 in MSC-DF^Notch1−/−^ on melanoma behavior *in vitro* and *in vivo.* In general, our results of both knocking-down and overexpressing WISP-1 in the presence of high or low Notch1 activity are consistent. Our data reveal that WISP-1 is a key downstream mediator of Notch1 signaling in executing the influential role of MSC-DF on melanoma progression. Taken together, our current and previous work demonstrates that WISP-1, released from stromal fibroblasts, is tumor-suppressive in melanoma. We have shown that WISP-1 is highly expressed adjacent to normal skin, both in the epidermis and dermal fibroblasts, but not within the melanoma lesion. Melanoma has undetectable levels of WISP-1 [16]. WISP-1 does not inhibit growth of melanoma cells [16], but strongly suppresses melanoma cell migration *in vitro*. This may explain why MSC-DF^Notch1−/−^ and MSC-DF^N1IC+/+^ primarily affect melanoma metastasis, while having little effect on melanoma skin growth in co-graft experiments. Our findings of WISP-1 in inhibiting melanoma metastasis are consistent with previous observations of lung cancer metastasis [30]. The mechanisms for WISP-1 in suppressing lung cancer cell motility and invasion were attributed to the inhibition of Rac activation [19]. We also observed that WISP-1 inhibited phosphorylation of RhoA/Rac1/CDC42 in C8161 melanoma cells. However, it is noteworthy that responses of different melanoma cells to WISP-1 vary *in vitro*. WISP-1 is faintly inhibitory to growth of WM278 and WM3899, but does not suppress Sbcl2 melanoma cells [16], similar to its effect on C8161. Furthermore, WISP-1 does not mitigate migration of 1205Lu melanoma cells [16], but significantly suppresses C8161 migration. The mechanism for varied responses of different melanoma cells to WISP-1 *in vitro* also requires further study.

It is a captivating observation that Notch1 activation or inactivation in MSC-DF can significantly yet oppositely regulate melanoma spheroid formation, a characteristic of cancer stem cells in which tumor-initiating cells and metastasis-initiating cells reside [31]. In response to MSC-DF carrying varied Notch1 signaling activities, the ability of melanoma cells to form spheroids in co-culture experiments *in vitro* is consistent with their capability to metastasize in co-graft experiments *in vivo*. In sum, our data reveal that Notch1 signaling activity is inversely correlated with the tumor-regulating function of MSC-DF and highlight Notch1 signaling as a molecular switch to control the tumor-regulating function of stromal fibroblasts in determining tumorigenesis and metastasis.

## MATERIALS AND METHODS

### Mice and skin co-graft models of melanoma

*Notch1*^Loxp/LoxP^ mice were described [32]. *ROSA*^LSL-N1IC^ (#006850) mice, which carry *STOP* codon floxed Notch1 intracellular domain (LSL-N1^IC^) allele knocked-in in *ROSA* mice, were purchased from The Jackson Lab (Bar Harbor, ME). *SCID* mice were purchased from Charles River (Wilmington, MA). Mice were maintained at the DVR animal facility under standard conditions. All animal studies were approved by the University of Miami Institutional Animal Care and Use Committee (IACUC). To perform co-grafting experiments, 2 × 10^6^ cell mixtures of melanoma cells and MSC-DF (at a ratio of 1:1) suspended in 0.1 ml of saline were injected (*intradermally*) into the dorsal skin of 8~10-week old male *SCID* mice.

### Cells, cell proliferation and migration assays

Murine MSC were enriched by culturing BM-mononuclear cells in MesenCult^®^ medium supplemented with *MSC Stimulatory Supplements* (#05502; StemCell Technologies, Vancouver, Canada) for 10-day with periodic medium changes. These MSC were characterized as CD73^+^/CD105^+^/Lin^−^. MSC were subsequently cultured with complete DMEM (Invitrogen, Carlsbad, CA) for an additional 2 weeks to differentiate into fibroblasts. Human metastatic melanoma cells (C8161 [33], 1205Lu [23] were cultured in W489 medium as described [23]. MeWo (ATCC^®^ HTB-65™) were cultured in DMEM with 10% FBS except for co-culture.

Cell growth was tested using the WST cell proliferation kit (BioVision, Mountain Views, CA) according to the manufacturer's instruction. To test the effect of CM, MSC-DF's supernatant cultured in serum-free DMEM for 2 days was applied to (100 μl/well) 5 × 10^3^ melanoma cells pre-plated on 96-well plates. The cells were cultured with or without CM overnight before the WST assay. Cell migration was tested using BD Falcon FluoroBlok™ Systems with 8μm porous membrane Insert (BD Biosciences, Rockville, MD). 5 × 10^3^ cells were suspended in 0.5 ml serum-free DMEM and seeded in inserts to migrate towards low chamber filled with 0.7 ml of 50% CM. After 16 hours, migrated cells (GFP^+^ or DsRed^+^) were counted under a fluorescence microscope. Both cell growth and migration assays were tested in triplicates and assays were repeated three times.

### Lentivirus and cell transduction

GFP/lentivirus was described [23]. Cre-*ires*-GFP/lentiviral, Luc2^+^/lentiviral, DsRed/lentiviral and murine WISP-1/lentiviral vectors were constructed by inserting individual cDNA into *pLenti6* (Invitrogen) vector using standard molecular cloning technique and confirmed by DNA sequencing. Production of pseudotyped lentivirus and transduction of cells were performed as described [23]. Transduced cells were cultured with a regular complete medium for 3 days and sorted by FACS then tested in subsequent analyses.

### Bioluminescence imaging of IVIS

D-luciferin was injected intra-peritoneally 10 minutes prior to imaging (150 mg/kg). Mice were anesthetized with isoflurane and the whole-body was scanned using IVIS 200B (PerkinElmer, Waltham, MA) with a 1 minute capture, medium binning. Following the whole-body scan, major organs were harvested and re-scanned. Scan was completed within 30 minutes from D-luciferin injection. Bioluminescence signal was quantified using the Living Image software and reported as total light emission within the region of interest (photon/s). A signal was defined as positive when it was greater than the sum of the mean background signal plus 2 standard deviations (SD) of the background signal.

### Histology, immunofluorescence (IF) and immunoblot

H&E was performed as described [16]. To do IF, cells were fixed on a glass plate with 2% paraformaldehyde for 10 minutes. Following a PBS wash, cells were blocked with Protein Block (Dako, Carpinteria, CA) then incubated with antibodies (Abs) against αSMA, Vimentin (ab18460, ab8978, Abcam), FSP1 (GTX89197, Genetex, Irvine, CA), and then with Invitrogen Alexa Fluor^®^ 594–anti-mouse IgG (A21203) or –anti-goat IgG (A211058), respectively. Nuclei were stained with DAPI (Sigma-Aldrich, St. Louis, MO). Immunoblot was performed as described [34]. Membranes were probed with Abs (Abcam) to two Notch1: ab52627 for Notch1 & ab8925 for mutant N1^IC^ (muN1^IC^, 59Kd), WISP1 (sc-25441, Santa Cruz Biotechnologies, Santa Cruz, CA), or β-actin (A1978, Sigma-Aldrich) accordingly. In all immunofluorescence staining experiments, isotype-matched non-specific Ab was used as control.

### Gene microarray, data analysis and statistics

Gene microarray expression data obtained by hybridization of total RNA to the Illumina MouseWG-6_V2_0_R3_11278593_A platform was loaded on GeneSpring™ 13.0 software from Agilent and subjected to rigorous quality control. All 45281 probes were subjected to an unpaired Student's *t*-test between the two conditions. Multiple testing corrections were not performed and significance of genes was determined using nominal *p*-values. Clustering of the 689 differentially expressed genes was performed using *Euclidean* distance based similarity measure and *Average* linkage rule. Gene microarray data has been submitted to GEO (accession number: GSE65316). For all other experiments, data were statistically analyzed using two-tail Student's *t*-test and are expressed as the mean ± SD. The values are considered statistically significant when *p* < 0.05.

## SUPPLEMENTARY MATERIALS

# Supplementary material for: Notch1—WISP-1 axis determines the regulatory role of mesenchymal stem cell-derived stromal fibroblasts in melanoma metastasis
**Source:** Oncotarget. 2016 Nov 2;7(48):79262–73. doi: 10.18632/oncotarget.13021
**Supplement:** Supplementary file 1

# Notch1—WISP-1 axis determines the regulatory role of mesenchymal stem cell-derived stromal fibroblasts in melanoma metastasis

## Supplementary Materials

Supplementary Table S1: List of differentially expressed genes. See Supplementary\_Table\_S1

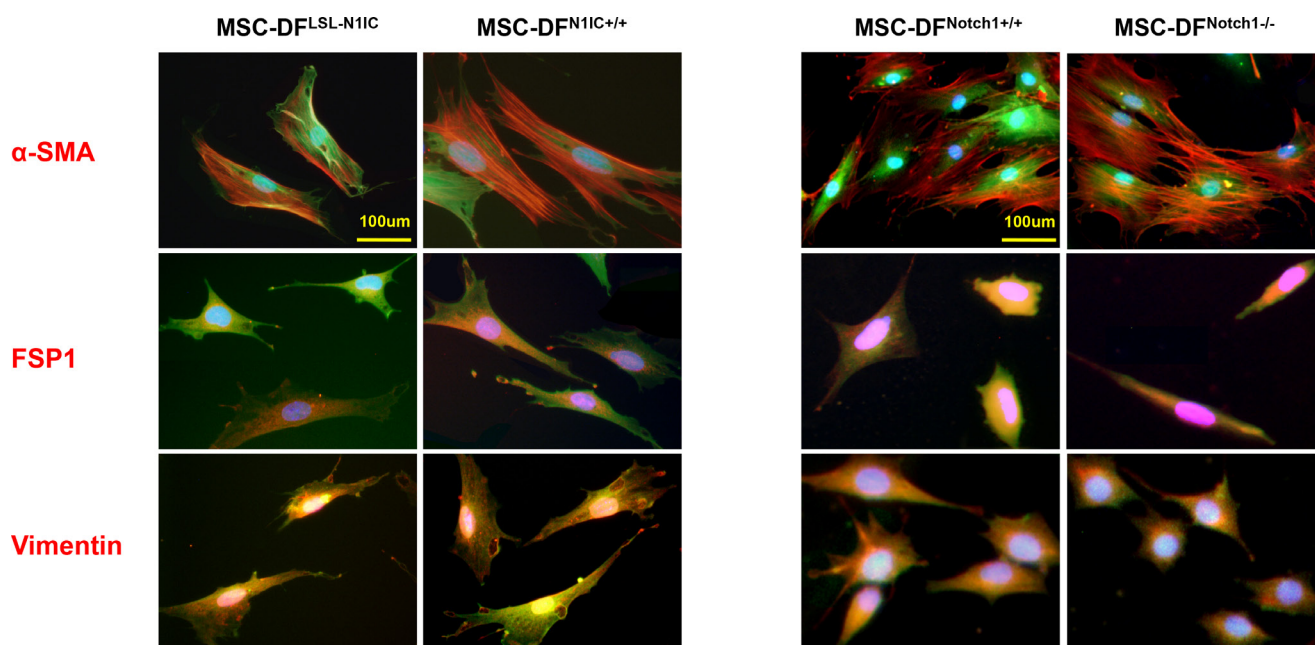

**Supplementary Figure S1:** MSC-DF<sup>N1IC+/+</sup> and MSC-DF<sup>Notch1-/-</sup> are  $\alpha$ SMA<sup>+</sup>/vimentin<sup>+</sup>/FSP1<sup>+</sup>. MSC-DF<sup>N1IC+/+</sup> vs. MSC-DF<sup>LSL-N1IC</sup> and MSC-DF<sup>Notch1-/-</sup> vs. MSC-DF<sup>Notch1+/+</sup> were stained by IF to detect cellular expression of  $\alpha$ SMA/vimentin/ FSP1 as described in “MATERIALS AND METHODS”.

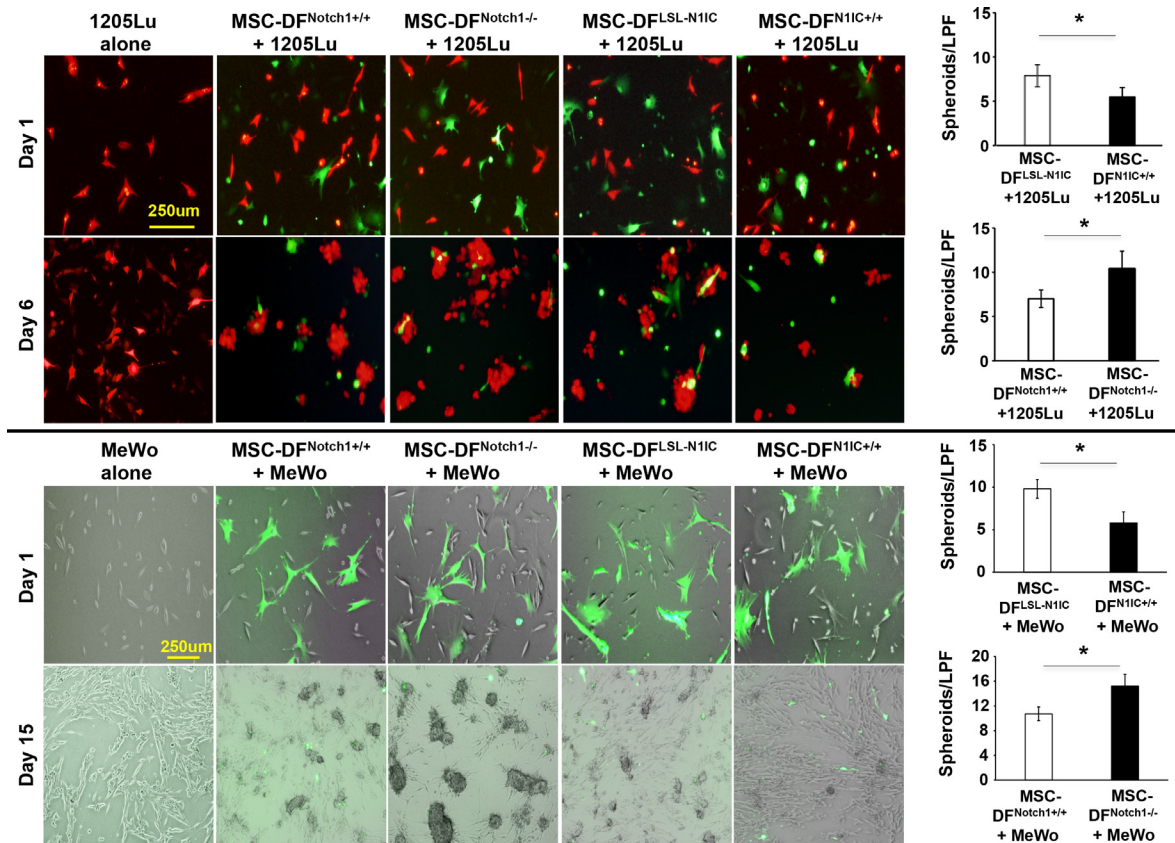

**Supplementary Figure S2: MSC-DF<sup>N1IC+/+</sup>(GFP<sup>+</sup>) mitigate, yet MSC-DF<sup>N1IC-/-</sup>(GFP<sup>+</sup>) increase spheroid formation of DsRed<sup>+</sup>-1205Lu (*top*) and MeWo (*bottom*) in co-culture (Note: MeWo are not transduced with DsRed/Lentivirus and are DsRed<sup>-</sup>).** Either DsRed<sup>+</sup>-1205Lu or MeWo alone don't form typical spheroids. Cell co-culture was conducted as described in "MATERIALS AND METHODS", but the conditions suitable for the formation of spheroid by different melanoma cells vary slightly. For DsRed<sup>+</sup>-1205Lu, ratio of DsRed<sup>+</sup>-1205Lu : MSC-DF was 1:2 and cell mixtures were seeded into 6 well plates at a density of  $2 \times 10^4$ /well and cultured in serum<sup>-</sup>/Ca<sup>+</sup>/insulin<sup>+</sup> W489 and DMEM mixture (1:1). Spheroids formed in about 5 days. In the case of MeWo, ratio of MeWo : MSC-DF was 2:1 and cell mixtures were seeded into 6 well plates at a density of  $2 \times 10^4$ /well and cultured in serum<sup>+</sup>/Ca<sup>+</sup>/insulin<sup>+</sup> W489 and basal DMEM mixture (1:1). Spheroids formed in > 10 days. Quantification of spheroids formed with MSC-DF<sup>N1IC+/+</sup> or MSC-DF<sup>N1IC-/-</sup> is showed in the right panel. Data are analyzed by Student's *t*-test and presented as mean  $\pm$  SD based on three independent experiments. \**P* < 0.01.

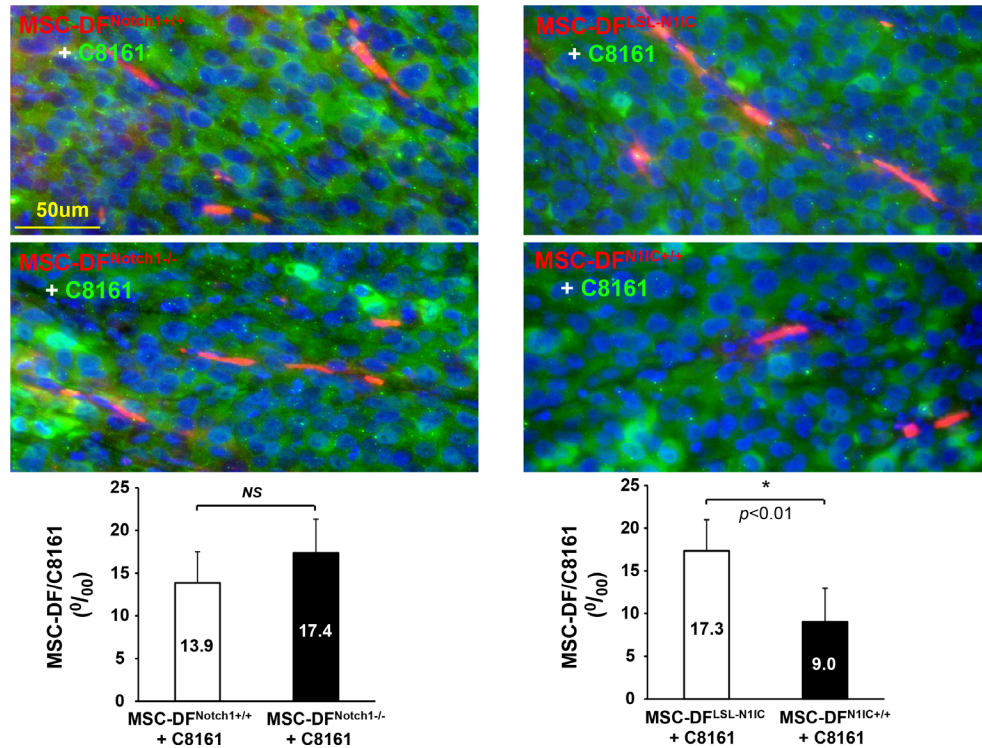

**Supplementary Figure S3: Amounts of various types of co-grafted MSC-DF in the primary skin xenografts at the end of the experiments.** Sections of skin tumor tissues resected at 6 weeks post co-grafting were subjected to immunostaining to detect amounts of co-grafted MSC-DF. Melanoma cells are Luc2<sup>+</sup> [stained with green fluorescent dye: the 1st Ab: anti-Luc (ab81823), the 2nd Ab: AlexaFluor<sup>®</sup>488-conjugated anti-IgG, Invitrogen A11055)] and co-grafted MSC-DF are GFP<sup>+</sup> [stained with red fluorescent dye: AlexaFluor<sup>®</sup>594-conjugated anti-GFP Ab (Thermoscientific A-21312)]. Amounts of MSC-DF in each group were quantified by examination of the ratio of MSC-DF/melanoma cells (%<sub>100</sub>) per high power field (HPF). Representative images are shown. All data are mean ± SD based on counts of cells from HPF of 5 random sections per tumor tissue (*n* = 8 tumors/group).

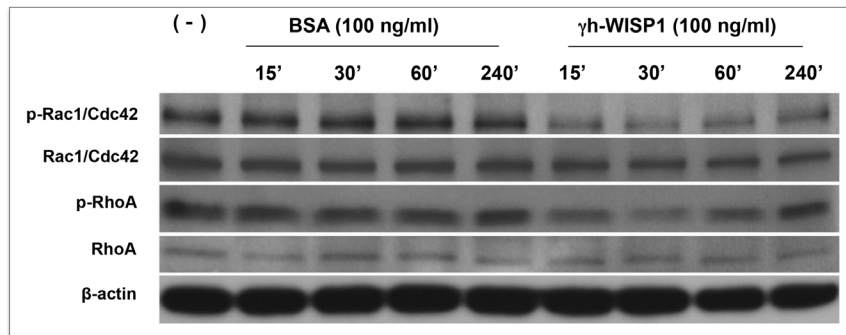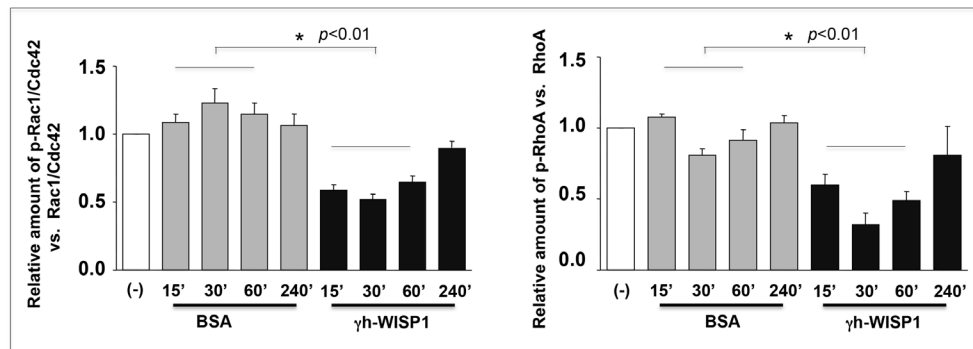

**Supplementary Figure S4: Phosphorylation of RhoA/Rac1/CDC42 is inhibited in C8161 melanoma cells treated with γhWISP1.** *top*: representative images of immunoblots; *bottom*: quantification of phosphorylation of Rac1/CDC42 and RhoA upon γhWISP1 treatment is based on three independent experiments. Relative levels of proteins are normalized by β-actin levels. Relative amounts of phosphorylated Rac1/CDC42 and RhoA versus total Rac1/CDC42 and RhoA are compared with that in untreated cells which is set at “1”.

# Supplementary material for: Notch1—WISP-1 axis determines the regulatory role of mesenchymal stem cell-derived stromal fibroblasts in melanoma metastasis
**Source:** Oncotarget. 2016 Nov 2;7(48):79262–73. doi: 10.18632/oncotarget.13021
**Supplement:** Supplementary file 2

Symbol	p value	Fold Change
Pcolce2	0.0022	12.022
S100a7a	0.0175	11.384
Pcolce2	0.0042	8.252
1700012B09Rik	0.0279	4.944
D1Ert471e	0.0022	4.666
Serpinb2	0.0103	4.528
Cbln1	0.0016	4.203
Adra2a	0.0223	4.014
Lce1f	0.0463	3.891
Nes	0.0195	3.327
Nme7	0.0464	3.166
LOC381716	0.0099	3.094
Slco4a1	0.0010	3.028
Nme7	0.0268	2.980
Scx	0.0026	2.980
Tnc	0.0196	2.942
Elovl4	0.0269	2.916
Rbbp4	0.0331	2.814
Itga3	0.0337	2.773
Lce1g	0.0199	2.715
Rbm38	0.0334	2.694
Srpx2	0.0400	2.685
Srm	0.0373	2.681
Unc5c	0.0092	2.657
2010204K13Rik	0.0063	2.596
Gnb4	0.0496	2.591
Ybx1	0.0429	2.580
Cxadr	0.0297	2.577
Rcan1	0.0065	2.562
Unc5c	0.0094	2.543
Mboat1	0.0124	2.533
Klf5	0.0425	2.521

Symbol	p value	Fold Change
Cdkn1a	0.0468	-15.447
Dcn	0.0307	-14.538
Clec11a	0.0278	-10.878
Ifi27	0.0396	-9.163
Dcn	0.0303	-9.007
Ifitm1	0.0105	-5.813
Serpina3h	0.0411	-4.979
Igf1	0.0456	-4.224
Nfatc4	0.0235	-4.171
Acss2	0.0357	-3.518
Fam13c	0.0350	-3.479
Cxcl12	0.0317	-3.224
Cd248	0.0309	-3.218
Clip4	0.0320	-3.042
Gsdmdc1	0.0216	-3.036
Dnm3os	0.0481	-3.002
Psmb8	0.0439	-2.989
Tens1	0.0002	-2.850
1200015N20Rik	0.0309	-2.849
Tens1	0.0036	-2.823
4933439C20Rik	0.0196	-2.816
Gpnmb	0.0426	-2.802
Rassf2	0.0314	-2.769
Blvrb	0.0201	-2.656
H2-Q5	0.0212	-2.648
Uap1l1	0.0239	-2.648
LOC100046802	0.0050	-2.616
Tle6	0.0309	-2.602
Lama1	0.0453	-2.568
Gsdmdc1	0.0130	-2.567
Ube1l	0.0235	-2.565
Mgst1	0.0180	-2.557

Frap1	0.0421	2.452	Commd3	0.0170	-2.523
Mtif3	0.0293	2.449	2900062L11Rik	0.0403	-2.512
Kif5c	0.0379	2.442	Apobec1	0.0197	-2.500
LOC100044702	0.0482	2.436	Idh1	0.0432	-2.489
Exosc6	0.0377	2.374	4930533K18Rik	0.0327	-2.486
Cxadr	0.0374	2.371	Hcn2	0.0188	-2.480
Cfl1	0.0073	2.343	LOC621823	0.0358	-2.473
Mtvr2	0.0084	2.326	Rnf135	0.0296	-2.462
Limk1	0.0123	2.318	Larp6	0.0212	-2.443
Syn1	0.0054	2.318	9030024J15Rik	0.0290	-2.420
Sdcbp2	0.0141	2.318	Nipsnap1	0.0233	-2.413
Hak-pending	0.0041	2.301	Lox	0.0393	-2.402
5031439G07Rik	0.0279	2.252	C130092E12	0.0495	-2.382
Rad23a	0.0026	2.252	Zfp521	0.0072	-2.380
2900060B14Rik	0.0479	2.244	EG630499	0.0244	-2.358
Ddx20	0.0473	2.244	H2-D1	0.0089	-2.356
Mapk6	0.0147	2.242	LOC98434	0.0057	-2.304
D030034I04Rik	0.0080	2.222	Rdm1	0.0482	-2.300
Copg	0.0091	2.212	Grem1	0.0347	-2.300
5832418A03	0.0188	2.210	Htatip2	0.0228	-2.296
Ripk2	0.0353	2.201	Dtx3l	0.0230	-2.268
Tnc	0.0134	2.200	Asb2	0.0474	-2.234
Ptprk	0.0190	2.198	H2-T23	0.0150	-2.233
EG665685	0.0345	2.187	Blvrb	0.0411	-2.226
Copg	0.0125	2.170	Bax	0.0416	-2.211
Mtvr2	0.0210	2.169	Eno2	0.0214	-2.208
Jam2	0.0343	2.168	Pex13	0.0401	-2.185
Spink2	0.0309	2.161	Ebp	0.0165	-2.184
Nol1	0.0374	2.158	Pon3	0.0360	-2.171
Kti12	0.0222	2.125	Ddit3	0.0013	-2.164
Ibrdc3	0.0073	2.115	Ephx2	0.0462	-2.162
Ccl25	0.0081	2.099	Ilvbl	0.0143	-2.146
Fxyd5	0.0293	2.097	Parp14	0.0285	-2.144
Gclm	0.0397	2.091	Irf1	0.0299	-2.142

Cirh1a	0.0054	2.083	Cd248	0.0418	-2.139
Ddx19a	0.0077	2.081	Sfrp1	0.0441	-2.135
Ppbp	0.0049	2.081	Ogt	0.0491	-2.123
Mtf1	0.0099	2.072	Bst2	0.0303	-2.112
Syn1	0.0078	2.072	C2	0.0466	-2.104
Garnl4	0.0332	2.071	1190002H23Rik	0.0463	-2.099
Fscn1	0.0183	2.060	Ppnr	0.0407	-2.078
Atp5k	0.0028	2.056	Mkx	0.0102	-2.068
Marcksl1	0.0082	2.055	Arsa	0.0395	-2.052
Gm567	0.0031	2.053	Nrbp2	0.0393	-2.051
Ccrn4l	0.0312	2.050	LOC236604	0.0277	-2.036
Rangrf	0.0068	2.036	2210419D22Rik	0.0237	-2.020
Hira	0.0424	2.036	Gsdmdc1	0.0205	-2.017
Nup133	0.0151	2.024	St5	0.0280	-2.012
2010107H07Rik	0.0410	2.019	Actb	0.0402	-2.002
9830001H06Rik	0.0329	2.018	Psme1	0.0308	-1.994
2900019M05Rik	0.0063	2.012	LOC674135	0.0102	-1.990
5033430I15Rik	0.0198	2.011	H2-D1	0.0476	-1.989
1110038B12Rik	0.0115	2.007	Trappc6a	0.0206	-1.973
9030013K10Rik	0.0182	2.006	Nagk	0.0341	-1.965
Rassf6	0.0089	2.005	Slc4a3	0.0121	-1.953
Nrn1	0.0236	1.997	Tmem143	0.0289	-1.947
Erlin1	0.0034	1.997	2310005E10Rik	0.0258	-1.944
Lrrc8c	0.0368	1.997	Nov	0.0379	-1.938
Actl6a	0.0467	1.989	Nagk	0.0408	-1.938
Lmcd1	0.0145	1.982	Ctns	0.0366	-1.937
Mrpl9	0.0493	1.981	Naglu	0.0387	-1.931
Hmga1	0.0426	1.978	Emp3	0.0182	-1.927
Smg5	0.0081	1.976	Mrpl23	0.0262	-1.926
Maff	0.0239	1.976	Ddit3	0.0001	-1.925
Ppp1r8	0.0188	1.973	Lamp2	0.0434	-1.917
Stx3	0.0027	1.968	Rasl11a	0.0302	-1.914
Ptp4a2	0.0385	1.967	2310038D14Rik	0.0098	-1.913
Mfsd2	0.0370	1.965	Ift81	0.0258	-1.912

LOC383897	0.0116	1.965	Col20a1	0.0235	-1.902
Odc1	0.0210	1.965	Camta2	0.0095	-1.900
Ang2	0.0245	1.962	6330414G02Rik	0.0124	-1.898
Cacnb2	0.0095	1.957	Cant1	0.0455	-1.896
Ppp1r14b	0.0033	1.956	Stat3	0.0329	-1.893
Ccdc92	0.0428	1.952	Gulp1	0.0264	-1.890
Nat5	0.0029	1.952	Zfp219	0.0232	-1.890
Spast	0.0076	1.940	Gmpr	0.0339	-1.874
Pkp2	0.0071	1.937	Plekha4	0.0209	-1.870
Fam132a	0.0238	1.933	Cyb5	0.0450	-1.867
Gprk6	0.0459	1.932	Dpysl3	0.0186	-1.864
Plac8	0.0254	1.929	H2afy2	0.0496	-1.862
Smpdl3b	0.0055	1.923	Irf3	0.0206	-1.861
Pik3cb	0.0293	1.923	Slc4a3	0.0213	-1.856
Acsbg1	0.0462	1.922	Tm7sf2	0.0497	-1.853
Gprc5a	0.0389	1.922	1700023B02Rik	0.0491	-1.849
2410076I21Rik	0.0390	1.918	Rnf213	0.0451	-1.844
Exosc10	0.0202	1.917	Slit2	0.0173	-1.843
Rassf1	0.0179	1.915	Nrp2	0.0176	-1.833
Ptpn22	0.0396	1.909	1700113I22Rik	0.0288	-1.833
Mrpl9	0.0423	1.908	B230380D07Rik	0.0078	-1.830
E2f4	0.0365	1.908	Fah	0.0252	-1.828
Dut	0.0394	1.908	B3gnt3	0.0123	-1.817
Eif3b	0.0265	1.904	Chmp1b	0.0020	-1.816
Ssx2ip	0.0318	1.904	D11Wsu99e	0.0083	-1.815
Mlp	0.0025	1.903	2810405K02Rik	0.0119	-1.815
Ccnd3	0.0248	1.902	Dbi	0.0008	-1.814
Mybl2	0.0364	1.901	Zfp187	0.0453	-1.812
Jam2	0.0117	1.899	Inpp5k	0.0224	-1.811
Ngfb	0.0185	1.897	Lamp2	0.0365	-1.807
Klhl21	0.0405	1.894	Itgb4	0.0070	-1.796
Ece2	0.0466	1.893	2310005N03Rik	0.0451	-1.794
Ctnnbip1	0.0358	1.889	D11Wsu99e	0.0352	-1.789
Rad23b	0.0256	1.888	D430042O09Rik	0.0469	-1.783

Ppbp	0.0168	1.888	Serpina3g	0.0457	-1.781
Lrp2	0.0434	1.879	Rhbdf1	0.0261	-1.775
1810062G17Rik	0.0001	1.877	Myst4	0.0229	-1.771
Lias	0.0043	1.873	Sdhc	0.0181	-1.768
Melk	0.0405	1.873	Sfrs17b	0.0161	-1.766
Dut	0.0067	1.871	Ptx3	0.0346	-1.766
Ppm1l	0.0130	1.867	BC013529	0.0474	-1.764
Aifm1	0.0070	1.866	Dbi	0.0002	-1.761
EG667190	0.0021	1.864	Adamtsl3	0.0444	-1.759
Dis3	0.0467	1.864	Prickle3	0.0083	-1.759
a2ld1	0.0057	1.864	Sdf2	0.0204	-1.755
Nono	0.0405	1.863	LOC381302	0.0056	-1.755
Hsp90ab1	0.0103	1.859	BC039093	0.0147	-1.754
Pop5	0.0379	1.855	Pdzrn3	0.0326	-1.751
Ppm1l	0.0237	1.855	Dag1	0.0195	-1.751
Foxc2	0.0462	1.851	Rhobtb1	0.0277	-1.751
Pabpc4	0.0345	1.850	Vps53	0.0323	-1.736
Wdr77	0.0197	1.850	Cd109	0.0023	-1.725
Cd44	0.0002	1.849	Tada1l	0.0076	-1.724
Rplp0	0.0042	1.848	Klf7	0.0175	-1.724
EG545056	0.0410	1.846	1190005F20Rik	0.0080	-1.724
Lmcd1	0.0211	1.846	Hint3	0.0119	-1.723
1110008P14Rik	0.0456	1.843	Dcn	0.0063	-1.722
Capzb	0.0286	1.839	Pacs2	0.0433	-1.722
LOC384338	0.0197	1.839	Nme7	0.0140	-1.721
Sh3bgrl2	0.0366	1.838	Pcdha7	0.0216	-1.720
2410004B18Rik	0.0196	1.838	Man2c1	0.0115	-1.719
Ppp1cc	0.0046	1.838	Tgfbrap1	0.0075	-1.717
Mybbp1a	0.0298	1.837	N4wbp5-pending	0.0148	-1.716
Exosc6	0.0443	1.837	Casp8	0.0001	-1.710
Gdnf	0.0177	1.835	Snca	0.0002	-1.709
Dll2	0.0040	1.835	Zfp579	0.0331	-1.703
Ddx27	0.0451	1.833	Fam171a2	0.0218	-1.702
LOC100046483	0.0191	1.832	Ogt	0.0242	-1.702

Scg5	0.0041	1.829	Al646023	0.0418	-1.702
2810404O06Rik	0.0171	1.827	Prr14	0.0034	-1.702
Camta1	0.0184	1.824	2900024O10Rik	0.0071	-1.700
LOC100047009	0.0163	1.823	Kctd2	0.0371	-1.693
Prpf38a	0.0408	1.819	Lypla1	0.0196	-1.689
Taf5l	0.0024	1.815	Sel1l	0.0314	-1.682
Exoc1	0.0368	1.807	Pon3	0.0314	-1.681
A030007L17Rik	0.0114	1.806	6030429G01Rik	0.0284	-1.678
Tst	0.0138	1.805	5031414D18Rik	0.0321	-1.677
Xpo4	0.0058	1.804	Irf1	0.0220	-1.676
6330505N24Rik	0.0106	1.804	Mif4gd	0.0267	-1.676
2310061F22Rik	0.0100	1.803	LOC100045005	0.0045	-1.675
LOC381578	0.0462	1.796	Fez1	0.0458	-1.674
D730003I15Rik	0.0101	1.792	Igtp	0.0191	-1.672
AU014645	0.0054	1.790	LOC100040592	0.0104	-1.672
LOC215879	0.0312	1.784	P2rx4	0.0432	-1.667
Tsr1	0.0222	1.781	Atp6v1h	0.0254	-1.664
Map3k11	0.0072	1.781	B3gnt1	0.0013	-1.663
LOC624784	0.0465	1.779	Ahnak	0.0052	-1.662
LOC100046298	0.0311	1.773	Crispld2	0.0407	-1.662
Cstf3	0.0430	1.773	1500005K14Rik	0.0205	-1.660
Hsp90ab1	0.0201	1.769	Stx4a	0.0284	-1.658
LOC381898	0.0029	1.768	1110067D22Rik	0.0273	-1.655
Wdr46	0.0204	1.765	Ndfip1	0.0107	-1.653
LOC100047815	0.0138	1.765	Il17rd	0.0450	-1.651
Gnb4	0.0474	1.759	Wisp1	0.0084	-1.650
LOC623453	0.0340	1.759	Odz4	0.0042	-1.646
Ubqln4	0.0142	1.759	Vps25	0.0182	-1.642
2810453I06Rik	0.0006	1.758	Gnpda1	0.0260	-1.634
Smg5	0.0045	1.758	Sfi1	0.0133	-1.631
Mlf1	0.0274	1.758	Rnf113a2	0.0338	-1.631
Aven	0.0308	1.754	Tcf4	0.0229	-1.630
Cd44	0.0488	1.749	Stard8	0.0177	-1.629
2310007G05Rik	0.0264	1.749	Chd3	0.0087	-1.628

Pkn2	0.0441	1.745	Slit2	0.0494	-1.628
Eif4e	0.0080	1.745	Hsd17b4	0.0298	-1.622
Lmcd1	0.0212	1.744	Ppil3	0.0345	-1.617
Glpr2	0.0018	1.743	Etv1	0.0321	-1.607
1110002E23Rik	0.0372	1.742	Aldh3a2	0.0167	-1.606
Denr	0.0059	1.740	Cdk5	0.0366	-1.605
Nef3	0.0134	1.739	Naalad2	0.0137	-1.600
4933424B01Rik	0.0343	1.738	Ctps2	0.0288	-1.600
Eif2s2	0.0169	1.737	Uros	0.0239	-1.600
Med22	0.0008	1.733	Stard8	0.0014	-1.597
Pcsk4	0.0430	1.732	Mitd1	0.0024	-1.594
Polr1d	0.0177	1.732	Vps41	0.0262	-1.592
Urm1	0.0413	1.732	A630076G18Rik	0.0056	-1.588
Plaur	0.0323	1.729	Rab18	0.0222	-1.586
Ikbkap	0.0003	1.727	Ly96	0.0125	-1.583
Nola3	0.0066	1.727	Gnpda1	0.0022	-1.578
Nadk	0.0022	1.727	Gtse1	0.0228	-1.576
Slc20a1	0.0083	1.726	Tctn3	0.0139	-1.576
Nes	0.0363	1.726	LOC100048504	0.0281	-1.575
Mmd	0.0137	1.716	Insig2	0.0438	-1.567
Plekha3	0.0035	1.716	A730085F06Rik	0.0153	-1.565
Pcsk4	0.0223	1.714	Ifitm1	0.0464	-1.565
Siat7b	0.0156	1.713	Klhl13	0.0365	-1.561
LOC632667	0.0077	1.710	Fbln2	0.0188	-1.559
LOC100045796	0.0125	1.710	Eif2ak2	0.0366	-1.558
Atl2	0.0431	1.710	9830134K01Rik	0.0072	-1.557
Gus-s	0.0031	1.709	Pcmdt1	0.0120	-1.557
Pole3	0.0232	1.707	Decr2	0.0406	-1.556
2610019N19Rik	0.0140	1.705	Rragb	0.0126	-1.556
MLf1	0.0110	1.704	H3f3a	0.0251	-1.556
Sh3bgrl2	0.0169	1.703	2810455F06Rik	0.0255	-1.553
Memo1	0.0353	1.703	Kif3a	0.0079	-1.553
Spc24	0.0226	1.701	Vezf1	0.0114	-1.549
C330023M02Rik	0.0112	1.700	Xpr1	0.0464	-1.547

Zwint	0.0303	1.697	Pde6d	0.0249	-1.546
Schip1	0.0074	1.696	Plekhhb2	0.0488	-1.544
LOC100047009	0.0170	1.695	Rdh14	0.0350	-1.540
Gna14	0.0061	1.693	Hint3	0.0129	-1.540
Rbbp4	0.0103	1.690	Gadd45a	0.0034	-1.539
Nup133	0.0455	1.688	Osbpl1a	0.0101	-1.538
Schip1	0.0422	1.687	1810027O10Rik	0.0241	-1.537
Stard7	0.0060	1.687	Vps25	0.0433	-1.536
Sf3b4	0.0032	1.685	Acbd3	0.0018	-1.535
Bcl2l13	0.0125	1.684	2310047M10Rik	0.0323	-1.535
Asxl1	0.0118	1.676	Pnpla8	0.0058	-1.534
Denr	0.0107	1.675	Colec12	0.0004	-1.534
Ddah1	0.0109	1.674	Colec12	0.0015	-1.533
Dgkz	0.0157	1.674	Rerg	0.0258	-1.532
4933424B01Rik	0.0446	1.674	Ptprs	0.0085	-1.532
Wwc1	0.0173	1.673	Stk17b	0.0280	-1.527
2210039O17Rik	0.0160	1.671	LOC100044376	0.0026	-1.526
Mapk14	0.0030	1.669	Rab5b	0.0188	-1.524
Pbp2	0.0311	1.669	LOC100048376	0.0420	-1.524
Nudt21	0.0095	1.669	Rreb1	0.0259	-1.524
1600023H17Rik	0.0305	1.667	Casp8	0.0221	-1.524
Mcrs1	0.0122	1.667	Dnajc18	0.0365	-1.523
Nol6	0.0213	1.665	Pfdn5	0.0433	-1.520
Dusp16	0.0387	1.664	4833414E09Rik	0.0338	-1.520
Ngfb	0.0344	1.660	Sil1	0.0387	-1.518
Cspg4	0.0481	1.660	Ahnak	0.0122	-1.517
Ccl25	0.0235	1.658	Pfdn5	0.0449	-1.516
Cdc42se1	0.0128	1.658	Accs	0.0389	-1.516
Terf2ip	0.0329	1.657	Npc1	0.0431	-1.514
Ppp1r10	0.0376	1.657	Mterfd2	0.0185	-1.513
Nap1l1	0.0094	1.651	Zeb1	0.0230	-1.511
Tpm2	0.0460	1.649	Irf3	0.0202	-1.511
Mycl1	0.0482	1.649	E130207H16Rik	0.0444	-1.511
Khdrbs3	0.0381	1.648	Skz1-pending	0.0324	-1.509

Spast	0.0025	1.647
Usp10	0.0228	1.647
Bcar3	0.0104	1.644
1810047K05Rik	0.0205	1.639
Rbm8a	0.0070	1.639
Snrbp	0.0119	1.638
2510022D24Rik	0.0199	1.638
Spast	0.0127	1.637
Npm3-ps1	0.0213	1.636
LOC380927	0.0198	1.635
2810003C17Rik	0.0024	1.633
Sssca1	0.0402	1.633
Tmem57	0.0434	1.628
Stard7	0.0462	1.627
Wnt5a	0.0417	1.627
Prkx	0.0349	1.627
LOC100047611	0.0002	1.626
Abcf2	0.0453	1.625
Ela1	0.0453	1.624
Eif2s2	0.0030	1.624
Col4a3bp	0.0045	1.621
Stx3	0.0152	1.621
Gpr176	0.0331	1.620
Tjp2	0.0329	1.619
Ythdf2	0.0380	1.619
Ubap2l	0.0027	1.618
Lsg1	0.0348	1.618
Mt2	0.0315	1.616
Jcam2	0.0380	1.612
Med22	0.0162	1.612
Slc15a4	0.0015	1.611
Ddx51	0.0483	1.610
Tomm70a	0.0018	1.608
Poldip3	0.0171	1.605

2610307O08Rik	0.0258	-1.505
Rragb	0.0070	-1.503

Ftsj3	0.0392	1.603
Ciapin1	0.0434	1.603
Mad1l1	0.0116	1.600
Snapc3	0.0256	1.600
Vps72	0.0442	1.599
Hnrnpd	0.0400	1.597
Usp20	0.0122	1.597
BC006662	0.0448	1.596
Ppp2cb	0.0265	1.596
Rai3	0.0273	1.596
A730050C11Rik	0.0023	1.595
Ubap2l	0.0051	1.595
Mrgprf	0.0120	1.594
Mical3	0.0119	1.594
Clcf1	0.0305	1.593
Rasl12	0.0103	1.593
Pgf	0.0407	1.592
D17Wsu92e	0.0282	1.591
Fads3	0.0468	1.590
Cyld	0.0323	1.589
Sh3glb1	0.0169	1.586
Rbm15	0.0338	1.584
LOC381150	0.0326	1.583
Xpo5	0.0038	1.581
LOC668492	0.0083	1.580
Ibrdc3	0.0149	1.580
LOC626152	0.0241	1.579
Wdr32	0.0251	1.578
Dtnb	0.0049	1.576
Ly75	0.0064	1.575
1810009K13Rik	0.0349	1.575
Slc25a25	0.0179	1.573
Nacc1	0.0006	1.571
LOC633945	0.0197	1.571

Rps6ka4	0.0036	1.568
Tmsb10	0.0089	1.567
1110014N23Rik	0.0201	1.566
Tmem50b	0.0108	1.566
G430064E20Rik	0.0064	1.564
LOC278105	0.0297	1.564
LOC235857	0.0090	1.563
Ppp4r1	0.0161	1.563
Ccnd3	0.0151	1.563
Urb2	0.0188	1.562
Rbm16	0.0197	1.561
LOC100047012	0.0050	1.559
H13	0.0440	1.559
Sf3b3	0.0310	1.552
Arl2bp	0.0324	1.551
Ubap2l	0.0499	1.551
Eef1e1	0.0344	1.550
Dusp16	0.0107	1.550
EG433003	0.0404	1.549
Nola2	0.0272	1.549
Mtap	0.0468	1.548
Atic	0.0476	1.548
Wdr82	0.0179	1.544
EG432448	0.0237	1.542
Rplp0	0.0124	1.540
Ran	0.0452	1.539
Phf13	0.0307	1.539
Pla1a	0.0418	1.538
Setd7	0.0083	1.538
Srd5a1	0.0252	1.537
Ubap1	0.0293	1.537
Pusl1	0.0209	1.537
Wdr1	0.0008	1.536
Sfrs6	0.0288	1.531

1110001J03Rik	0.0110	1.531
scl0002507.1_236	0.0315	1.530
Polr2h	0.0176	1.530
Minpp1	0.0008	1.530
Mpv17l	0.0081	1.529
Nudt21	0.0367	1.529
Prpf3	0.0207	1.528
Uba1	0.0472	1.528
1190028F09	0.0442	1.528
Ubap1	0.0373	1.527
Arl2bp	0.0103	1.526
Zcchc17	0.0364	1.522
Rad23b	0.0034	1.522
Lsm1	0.0246	1.521
Ddx31	0.0439	1.521
Loxl4	0.0121	1.520
Mtx1	0.0238	1.520
Prl2c2	0.0364	1.519
Tnc	0.0333	1.516
Pcsk4	0.0261	1.516
Atp5f1	0.0459	1.515
Nckap1	0.0248	1.515
Slc25a44	0.0110	1.515
Slc2a3	0.0057	1.515
Cnpy3	0.0254	1.514
Zw10	0.0461	1.514
Mapk1	0.0395	1.513
4732469G06Rik	0.0470	1.512
Nap1l1	0.0285	1.511
Ube2i	0.0099	1.511
Eif4e3	0.0443	1.511
2810407C02Rik	0.0170	1.509
C230095J06Rik	0.0000	1.509
LOC666025	0.0252	1.508

Zfp607	0.0047	1.508
Rrn3	0.0131	1.508
Rsc1a1	0.0374	1.505
Rad9	0.0263	1.505
Rp23-297j14.5	0.0319	1.504
Tex10	0.0403	1.503
Rnf4	0.0121	1.502
LOC234582	0.0082	1.502
D730042P09Rik	0.0038	1.501
Spr2k	0.0390	1.501
Pcbp2	0.0252	1.501

How the deposited data were processed for this re-analysis (not part of the article)

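Gene expression was measured in MSC-DF Notch1-/- and MSC-DF Notch1+/+, fibroblasts derived from mouse bone marrow mesenchymal stem cells, on 4 Illumina MouseWG-6 v2.0 arrays, 2 per group. Samples were grouped by their labels and the paper's methods. The labels P16, P19 and P20 are not explained in the paper's text or supplementary files.

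The authors deposited an intensity for each of 45281 probes on each array, the scanner's average bead signal, which its header calls non-normalized and whose lowest values show no background subtraction. Beside each intensity the authors deposited a score under the heading of a detection p. It rises with the signal and reaches 1 for bright probes, so that 1 minus the score was used as the detection p. The authors also deposited a table of normalized log2 values made after loading in GeneSpring 13.0, and its normalization is not given in the sources used here. Its column medians were 0.0046 and 0.0016 for MSC-DF Notch1-/- P16 and P19 and −0.0053 and −0.0009 for MSC-DF Notch1+/+ P16 and P20. Set against the scanner signals, differences between arrays had slopes of 0.865 to 1.00 on log2, so that the scale is log2 and the direction positive. The values differed by at most 0.00154 from quantile normalized log2 signals minus the probe's median, and all 45281 probes had a median within 0.001 of 0. Scale, centring and direction are thus known, and a probe's absolute level is not kept.

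The intensities were background-corrected with normexp on negative controls inferred from the detection p (neqc, offset 16), quantile normalized and tested with lmFit and eBayes in limma 3.58.1 under R 4.3.3, two-sided, with Benjamini-Hochberg adjustment over all 45281 probes. The prior had 1.78 degrees of freedom beside 2 residual ones. The methods' t-test, the unpaired Student's test that the paper names, was run on the same values at a nominal p at or under 0.05 and a fold at or over 1.5. A probe counted as above background at a detection p under 0.05. Figures were drawn with matplotlib 3.10.9 under Python 3.11.15.

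Probe names came from GEO's platform annotation, updated through gene identifiers with a RefSeq gene table of GRCm38.p6, used for names only. Of the probes, 34885 have 1 symbol, 18 several and 10378 none here, and 34807 were matched through the identifier while 78 kept the platform's symbol. No coordinates are given, as the build behind the probes is not stated. Among 54 named genes with several probes above background, probes of 5 (*Nt5e*, *Actb*, *Timp3*, *Tsr1* and *Gusb*) differed in direction past a set size on both sides. Smaller opposite values were not counted, as for *Rcan1* (−0.06 to 2.66), *Acta2* (−0.08 to 0.15) and *Ppia* (−0.03 to 0.15).

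Genes named in the text were drawn by a rule: every gene the study names, the 12 largest rises and 12 largest falls with both arrays of the higher group above background and no overlap between groups, each gene by its probe with the largest change, and, in each list, up to 4 members with the smallest adjusted p, or all members of lists of 10 genes or fewer. Not every gene under the rule is named, as in the cartilage, osteoblast and tendon lists, so that an unnamed gene may differ too. As no probe passed an adjusted p of 0.05 in limma, the rises and falls were taken from probes with an unadjusted p under 0.05 and a fold over 1.5. Predicted or clone names (Rik, LOC, EG and Gm with a number) and probes without a single symbol were left out, which removed 3 probes from the rises and 1 from the falls. The 30 gene lists were tested with camera (preset correlation 0.01, with 1 probe per gene, the brightest), again with an estimated correlation, and with fry. The design, the alternatives, the lists and this rule were fixed before the data were examined. The paper's Table S1 had been read by then, and the lists of p53 target genes, interferon-stimulated genes, MHC class I antigen presentation, ribosome biogenesis, polyamine and nucleotide synthesis, cholesterol synthesis, lysosome, actin and cell migration, keratinocyte markers and loading controls were chosen with its values in view. As that table was drawn from these arrays, the direction of those lists is not independent evidence. The other lists were fixed after the table had been read as well, and members of several are rows of it. Their passes are not independent evidence either.

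The steps were tested on simulated data. With 200 of 45281 probes changed between 2 and 2 simulated arrays, limma recovered 0, 176 and 199 at log2 changes of 1, 2 and 4, with 0, 6 and 9 false calls. The study's thresholds recovered 174, 196 and 200, with 192, 162 and 164 false calls. The noise was independent, with spreads drawn from those that limma had already shrunk, and changes were set in brighter probes only. These counts are thus not the recovery to expect on the real arrays, where limma called 0 probes at an adjusted p under 0.05. Camera called 1 shifted list and 0 of the unshifted ones among 30 lists of 20000 simulated genes, and neqc gave a median log2 estimate of 0.91 for a change of 1 over 230 bright probes. The genes simulated for camera were independent and shared 1 spread, so that camera was not tested where genes of a list vary together.

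The alternatives were no background correction, an offset of 50, a shift to each array's 75th percentile, the deposited log2 values, a filter on dim probes, the P label as a block, each array left out, a trend in the spread, the methods' t-test, and other list tests. A slide or section could not be used as a block because the files name none.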

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

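The tests of hematopoietic markers and of a wrong label on MSC-DF Notch1+/+ P20 were chosen only after the results were seen. The lists of this part held genes that the paper does not discuss, and each is described because camera called its shift between the groups, a call that each lost with an estimated correlation (adjusted p = 0.604 or 0.712).

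Target genes of p53 were lower in MSC-DF Notch1-/- (median log2 fold change −1.04). The MSC-DF Notch1+/+ P16 array alone does not account for all of this, since the median was −0.64 without it, against −1.52 without MSC-DF Notch1+/+ P20. Nor does the P label, since the median was −1.47 between the 2 arrays labeled P16. The list was chosen with the paper's Table S1 of these arrays in view, which favored such outcomes, so that they are weak evidence. A shift of all genes between arrays would leave the list at the median of all genes, but over 5 settings, 4 of them with quantile normalization, it lay −0.90 from it at the nearest, and without that subtraction it stood at −0.83 after the shift to the 75th percentile, which argues against such scaling. Open explanations are the *Notch1* deletion, the Cre/GFP virus against the GFP virus, and cultures that drifted apart, which the design does not separate. A lower activity of p53 itself was not tested and remains a hypothesis.

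Interferon-stimulated genes (median −0.80) and genes of MHC class I antigen presentation (median −1.02) were lower in MSC-DF Notch1-/-. Of 15 hematopoietic markers, 1 (*Cd14*, with a log2 fold change of 0.89) was above background on both MSC-DF Notch1+/+ arrays, and 6 in all were so on any array of either group. This argues against a large share of hematopoietic cells among the MSC-DF Notch1+/+ cells. A small share cannot be excluded, since its markers could stay below background. Over both lists together the median was −0.57 without MSC-DF Notch1+/+ P16 and −0.75 between the 2 arrays labeled P16, which argues against the MSC-DF Notch1+/+ P16 array alone and against the P label. Both lists were chosen with Table S1 in view, which favored such outcomes, so that they are weak evidence. A response to the GFP virus in MSC-DF Notch1+/+, the *Notch1* deletion and differences between cultures stay open and untested.

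MSC-DF Notch1+/+ P20 lay between the groups: over 225 genes at least 4-fold apart between MSC-DF Notch1-/- P16 and MSC-DF Notch1+/+ P16, its median position was 0.49 on a log2 scale from 0 at MSC-DF Notch1-/- P16 to 1 at MSC-DF Notch1+/+ P16 (quartiles 0.25 and 0.77), although genes chosen for their difference between those 2 arrays draw any other array toward the middle. Its position was 0.56 above that of MSC-DF Notch1-/- P19 (−0.06) over the same genes, which argues against a wrong label on MSC-DF Notch1+/+ P20. The *Notch1* probe, whose place relative to the deletion is not known, did not set this array apart from MSC-DF Notch1-/-. It was above background on MSC-DF Notch1+/+ P16 (6.74), and not on the MSC-DF Notch1-/- arrays (4.79 and 4.82) or on MSC-DF Notch1+/+ P20 (5.00). A share of MSC-DF Notch1-/- cells in that culture would shift all genes alike on the linear scale, whereas the median linear positions were 0.25 for genes lower and 0.73 for genes higher in MSC-DF Notch1-/-, a difference of 0.47 that met the size set beforehand against such a share. The share is left open because single arrays were assumed to be the unmixed profiles, and because the quartile ranges, a criterion added after the result was seen, overlapped with MSC-DF Notch1-/- P16 as the profile (0.083 to 0.56 and 0.43 to 0.97), though not with MSC-DF Notch1-/- P19 (0.099 to 0.42 and 0.51 to 0.97). The MSC-DF Notch1+/+ cultures differing in their P label also remains open, as 1 array stands for each label.

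Genes of ribosome biogenesis (median log2 fold change 0.75) and of polyamine and nucleotide synthesis (0.70) were higher in MSC-DF Notch1-/-. Cholesterol synthesis genes (−0.52), lysosomal genes (−0.65) and genes of fibrillar matrix and matrix-binding proteins (−0.59) were lower.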

How the results depend on the processing

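No paired analysis was possible because only P16 is shared by both groups. The P label block instead set P16 against P19 and P20 together. The shift to the 75th percentile with a robust prior was chosen after seeing the data. At an adjusted p under 0.05, limma's count of 0 held without background correction, with an offset of 50, on the deposited values, with the P label as a block and without each array, which with 1 array left in a group assumes that it varies like the others (0 to 0). It was 2731 after the 75th percentile shift and 3171 with a robust prior there, 71 with a trend (29 higher, 42 lower), 2 over probes above background, both of *Pcolce2*, and 2 for the methods' t-test after adjustment. That shift took the median of all probes to 0.11 and gave an infinite prior, so that all probes shared 1 spread. It also took *Cyr61* (0.65), *Nov* (−0.90), *WISP-2* (−3.89) and *Eng* (−0.76) past the threshold, and turned the median of secreted growth factors to 0.062. The count at the study's thresholds was 689 without background correction and on the deposited values, 604 to 1453 without 1 array, 3211 with limma's unadjusted p and 3536 with no minimum fold. Of the 1249 calls 63.1% were higher, against 79.9% after the 75th percentile shift. The 11 list calls were 0 with an estimated correlation and 0 by fry in 1 direction, against 15 by fry in mixed directions, with 7 of the 11 and 8 that camera did not call. The medians of the 11 lists, the 5 CCN genes and *Notch1*, the last mostly against background, kept their direction under each alternative run for them, whereas, never past the threshold, *Acta2*, *Vim* and *S100a4* turned after the 75th percentile shift and *S100a4* and *Nt5e* without MSC-DF Notch1-/- P19. The overlap with Table S1 was 0 for limma's adjusted calls, since it made none. The filter removed the *Notch1* probe, and a slide or section block was not run, as the files name none. The filter tests fewer probes, and beyond that and the infinite prior the cause was not tested. Of 3 splits of the arrays into 2 and 2, 1, the real one, gave as many calls at the study's thresholds (1249, against 198 for the highest other split), and 3 splits are too few for a share under 0.05. Probes not above background, which make up most of each array, limit the folds of dim genes to bounds.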

Differences from the paper's values

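The paper reports 689 differentially expressed genes at its thresholds, and the values normalized here gave 1249 probes. It reports 417 upregulated, against 788 here, and 272 downregulated, against 461 here. Of the alternatives set before the data were examined, all 3 counts were no longer different by over 1.5 times without background correction (689, 417 and 272), on the deposited log2 values (689, 417 and 272), with an offset of 50 (926, 587 and 339), with the P label as a block (840, 452 and 388), and without MSC-DF Notch1-/- P16 (632, 347 and 285), MSC-DF Notch1-/- P19 (637, 308 and 329) or MSC-DF Notch1+/+ P16 (604, 372 and 232). After the 75th percentile shift the total (845) was within that range, while the counts in each direction (675 and 170) were not. The 3 counts still differed with the filter on dim probes (1225, 777 and 448) and without MSC-DF Notch1+/+ P20 (1453, 936 and 517). No background correction and the deposited values are thus the settings that reach the paper's counts.

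The paper calls *Nov* and *WISP-1* lower at its thresholds without correction for multiple tests. Both passed those thresholds here, and neither passed limma's adjusted p over all probes (0.210), while *Nov* passed it after the 75th percentile shift (adjusted p = 0.000656 from limma). For WISP-1 the paper also reports immunoblots, with lower protein in MSC-DF Notch1-/- and higher protein in MSC-DF N1IC+/+.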

Other observations

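The lists of this part were fixed after the paper's Table S1 had been read, so that passes over a list alone are not independent evidence. Genes of secreted factors differed in both directions. Among chemokine and cytokine genes, *Ppbp* was at least 2.69-fold higher in MSC-DF Notch1-/-, *Ccl25* (log2 fold change 1.33) and *Clcf1* (1.01) were higher and *Cxcl12*, a stromal chemokine gene, was lower (−1.44), as was *Cxcl14* (at least 1.96-fold), with 3 higher and 2 lower adjusted over the list alone and 0 over all probes in limma (median −0.09 over 26 genes, adjusted p = 0.669 from camera). Among growth factor genes, *Gdnf* (1.01) and *Pgf* (at least 2.06-fold) were higher and *Clec11a* was lower over the list alone, while *Nrg1* (−0.54) did not pass (median −0.04 over 34 genes, adjusted p = 0.181 from camera), and the median turned to 0.062 after the 75th percentile shift, where camera called the list lower relative to other genes (adjusted p = 0.00526). Secreted Wnt and BMP inhibitors *Sfrp1* (−1.57, with another probe at −2.60), *Grem1* (−1.52) and *Chrd* (−1.89) were lower over the list alone, and *Sfrp4*, at least 1.67-fold higher, did not pass (median −0.28 over 13 genes, adjusted p = 0.131 from camera). Of the mesenchymal transition factors, *Zeb1* (−0.63), *Tcf4* (−0.71, with another probe at −0.01) and *Prrx1* (−0.85) were lower and *Foxc2* (0.97) and *Cdh2* (0.60) higher over the list alone (median −0.42 over 11 genes, adjusted p = 0.157 from camera), where *Cxcl14* and *Prrx1* were named after their values were seen. The median of these factors was −0.21 without MSC-DF Notch1+/+ P16 and −0.16 with the mean of all probes of a gene. Of matrix proteases and inhibitors, *Serpinb2* and the urokinase receptor gene *Plaur* (0.90) were higher over the list alone, while *Mmp14* (−0.94) and *Timp3* (−1.51, with another probe at 0.31) did not pass (median −0.21 over 18 genes, adjusted p = 0.669 from camera). Without MSC-DF Notch1+/+ P20, camera called the lists of Wnt and BMP inhibitors (adjusted p = 0.00474, and adjusted p = 0.00855 after the 75th percentile shift), matrix proteases (adjusted p = 0.0149) and growth factors (adjusted p = 0.045), while with an estimated correlation over all 4 arrays these 3 lists did not pass (adjusted p = 0.769, 0.837 and 0.709). Without MSC-DF Notch1+/+ P16, the median of matrix proteases turned to 0.25 (adjusted p = 0.309 from camera) and that of Wnt and BMP inhibitors was −0.03 (adjusted p = 0.674). The median of chemokines turned to 0.06 after the 75th percentile shift. Fry in mixed directions called these 5 lists, tendon markers and Wnt genes (adjusted p = 0.0148 to 0.0434).

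Tendon markers went apart, with the transcription factor genes *Scx* at 1.96 and *Mkx* at −1.62, both past the threshold over the list alone, and *Egr1* at −1.92, which was not (median −0.10 over 8 genes, 3 of them above background on both arrays of a group, adjusted p = 0.45 from camera). Over probes above background on at least 2 arrays the median was −1.62. It was −0.25 without MSC-DF Notch1+/+ P16, and turned to 0.01 without MSC-DF Notch1+/+ P20 and to 0.07 after the 75th percentile shift. Wnt ligands and target genes had a median of −0.04 over 24 genes (adjusted p = 0.669 from camera), with *Wnt5b* at 1.26, *Wnt5a* at 0.60 (with other probes at 0.23 and 0.93) and *Wnt10b* at −0.61, and 0 past the threshold over the list alone, and their median turned to 0.07 after that shift. *Wnt1* and *Wnt11* were not above background. Senescence genes and cell cycle inhibitors had a median of 0.03 and a mean of −0.05 over 12 genes (adjusted p = 0.723 from camera), with *Cdkn2d* at 0.95, *Cdkn2c* at 0.54 (with other probes at 0.05 and 1.05) and *Rb1* at −1.09, and 0 passed over the list alone, with a median of −0.29 without MSC-DF Notch1+/+ P16. The study's fibroblast and stem cell markers had a median of −0.14 over 5 genes (adjusted p = 0.22 from camera), with *Acta2* (−0.04), *Vim* (−0.14), *S100a4* (−0.10), *Nt5e* (−0.21, with another probe at 0.43) and *Eng* (−1.26, with −0.28 without MSC-DF Notch1+/+ P16 and −2.23 without MSC-DF Notch1+/+ P20), of which 0 passed over the list alone, and *Acta2*, *Vim* and *S100a4* turned to 0.17, 0.14 and 0.17 after the 75th percentile shift.

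Among markers of other cell types, 0 passed over the list alone for hematopoietic cells (median −0.02 over 15 genes, 2 of them above background on both arrays of a group, adjusted p = 0.596 from camera), endothelial cells (median −0.00017 over 12 genes, adjusted p = 0.669), osteoblasts (−0.21 over 9 genes, adjusted p = 0.326), adipocytes (−0.01 over 11 genes, adjusted p = 0.676), cartilage (0.01, with a mean of −0.19, over 9 genes, adjusted p = 0.672) and smooth muscle and pericytes (0.05, with a mean of −0.02, over 14 genes, adjusted p = 0.733). The osteoblast median was −0.46 without MSC-DF Notch1-/- P16, −0.11 without MSC-DF Notch1-/- P19 and −0.03 without MSC-DF Notch1+/+ P16. Cartilage markers had a median of −0.58 over probes above background on at least 2 arrays. *Sp7*, an osteoblast transcription factor gene, stood at −1.94, *Phex* at 0.87, *Sox9* of cartilage at −0.58, *Pdgfrb* of pericytes at −0.94 and *Cspg4* at 1.09. Of the other cartilage genes, *Col2a1* stood between −1.30 and −0.89 over 3 probes and *Col9a1* at 0.14 by 1 probe. Loading controls had a median of 0.10 over 10 genes (adjusted p = 0.411 from camera), from *Gusb* at −0.34 (with another probe at 0.93) to *Pgk1* at 0.56. *Actb*, the loading control of the study's immunoblots, stood at 0.03 by its brightest probe, while other probes stood at 0.31 and −1.09. *Rac1* stood at 0.18 and *Cdc42* at 0.52 (adjusted p = 0.236 from limma), and *RhoA* was not above background. The paper reports their expression and phosphorylation in melanoma cells, not in MSC-DF.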
